# Mitochondrial dysfunction abrogates dietary lipid processing in enterocytes

**DOI:** 10.1038/s41586-023-06857-0

**Published:** 2023-12-20

**Authors:** Chrysanthi Moschandrea, Vangelis Kondylis, Ioannis Evangelakos, Marija Herholz, Farina Schneider, Christina Schmidt, Ming Yang, Sandra Ehret, Markus Heine, Michelle Y. Jaeckstein, Karolina Szczepanowska, Robin Schwarzer, Linda Baumann, Theresa Bock, Efterpi Nikitopoulou, Susanne Brodesser, Marcus Krüger, Christian Frezza, Joerg Heeren, Aleksandra Trifunovic, Manolis Pasparakis

**Keywords:** Energy metabolism, Fat metabolism

## Abstract

Digested dietary fats are taken up by enterocytes where they are assembled into pre-chylomicrons in the endoplasmic reticulum followed by transport to the Golgi for maturation and subsequent secretion to the circulation^1^. The role of mitochondria in dietary lipid processing is unclear. Here we show that mitochondrial dysfunction in enterocytes inhibits chylomicron production and the transport of dietary lipids to peripheral organs. Mice with specific ablation of the mitochondrial aspartyl-tRNA synthetase DARS2 (ref. ^2^), the respiratory chain subunit SDHA^3^ or the assembly factor COX10 (ref. ^4^) in intestinal epithelial cells showed accumulation of large lipid droplets (LDs) in enterocytes of the proximal small intestine and failed to thrive. Feeding a fat-free diet suppressed the build-up of LDs in DARS2-deficient enterocytes, which shows that the accumulating lipids derive mostly from digested fat. Furthermore, metabolic tracing studies revealed an impaired transport of dietary lipids to peripheral organs in mice lacking DARS2 in intestinal epithelial cells. DARS2 deficiency caused a distinct lack of mature chylomicrons concomitant with a progressive dispersal of the Golgi apparatus in proximal enterocytes. This finding suggests that mitochondrial dysfunction results in impaired trafficking of chylomicrons from the endoplasmic reticulum to the Golgi, which in turn leads to storage of dietary lipids in large cytoplasmic LDs. Taken together, these results reveal a role for mitochondria in dietary lipid transport in enterocytes, which might be relevant for understanding the intestinal defects observed in patients with mitochondrial disorders^5^.

## Abstract (web summary)

Mitochondria have a pivotal role in the transport of dietary lipids in enterocytes, a finding that might have relevance to understanding the aberrant gastrointestinal function in patients with mitochondrial disorders.

## Main

Mitochondrial dysfunction leads to deficiency in oxidative phosphorylation (OXPHOS) and metabolic defects that can affect almost any cell type and cause devastating diseases. Although mitochondrial diseases are usually described as encephalomyopathies, they often involve multiple organs, including the gastrointestinal (GI) tract^5,6^. The GI manifestations of mitochondrial diseases are frequently overlooked as they are considered either not life-threatening or nonspecific (for example, anorexia, abdominal pain, chronic constipation, diarrhoea or persistent vomiting). Defects in neuroendocrine and smooth muscle cells have been implicated in causing the GI manifestations, whereas the possible role of mitochondria in enterocytes remains largely unexplored^5,6^. Here we investigate the role of mitochondria in enterocytes, in particular in the processing and transport of dietary lipids.

## DARS2 deficiency causes lipid accumulation in IECs

To study the role of mitochondria in intestinal epithelial cells (IECs), we generated mice lacking DARS2 specifically in IECs by crossing *Dars2*^*fl/fl*^ mice^2^ with *Vil1*-*cre* mice^7^ (*Dars2*^*fl/fl*^*Vil1-cre*^*tg/wt*^, hereafter referred to as *Dars2*^*IEC-KO*^). DARS2 deficiency inhibits the production of mitochondrial DNA (mtDNA)-encoded respiratory chain subunits and causes severe mitochondrial dysfunction^2^. *Dars2*^*IEC-KO*^ mice were born at the expected Mendelian ratio but showed severely reduced body weight, failed to thrive and could not survive beyond the age of 4 weeks (Fig. 1a,b). Immunoblot analyses of total protein and mitochondrial protein extracts from primary IECs from 7-day-old *Dars2*^*IEC-KO*^ pups revealed efficient ablation of DARS2 and strongly reduced levels of mtDNA-encoded respiratory chain subunits (CI, CIII, CIV and CV) (Fig. 1c and Extended Data Fig. 1a). Consequently, reduced formation of OXPHOS supercomplexes was detected in mitochondria from the small intestine (SI) of *Dars2*^*IEC-KO*^ mice (Extended Data Fig. 1b). Enzyme histochemical staining showed strong cytochrome *c* oxidase (COX) deficiency, and electron microscopy (EM) analyses revealed swollen mitochondria with less densely packed and fragmented cristae in SI enterocytes of *Dars2*^*IEC-KO*^ mice (Fig. 1d,e).

**Fig. 1:**
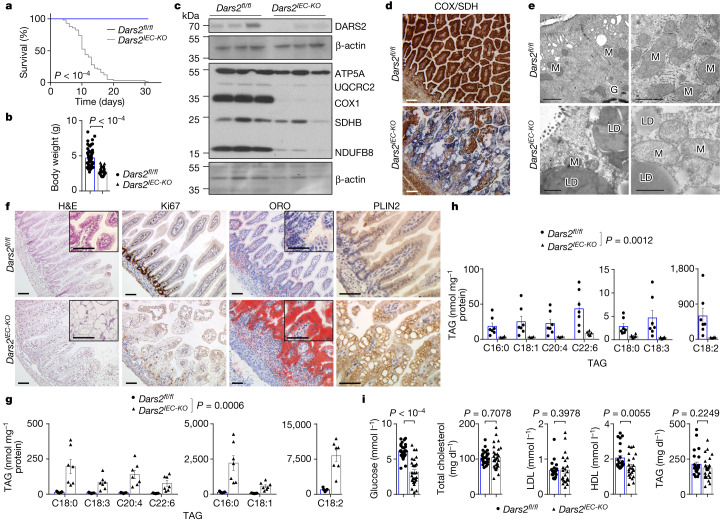
*Dars2*^*IEC-KO*^ mice develop severe intestinal pathology with massive lipid accumulation within large LDs in enterocytes. **a**,**b**, Kaplan–Meier survival curves (**a**) and body weight at the age of 7 days (**b**) of *Dars2*^*fl/fl*^ (*n* = 56 (**a**), *n* = 68 (**b**)) and *Dars2*^*IEC-KO*^ (*n* = 57 (**a**), *n* = 66 (**b**)) mice. **c**, Immunoblot of IEC protein extracts from 7-day-old *Dars2*^*fl/fl*^ (*n* = 3) and *Dars2*^*IEC-KO*^ (*n* = 3) pups with the indicated antibodies. β-actin was used as the loading control. **d**, Representative images of SI sections from *Dars2*^*fl/fl*^ and *Dars2*^*IEC-KO*^ mice stained with enzyme histochemical staining for COX and SDH. **e**, Representative transmission electron microscopy (TEM) micrographs of SI sections from 7-day-old *Dars2*^*fl/fl*^ and *Dars2*^*IEC-KO*^ mice (*n* = 3 per genotype). G, Golgi; M, mitochondria. **f**, Representative images of SI sections from *Dars2*^*fl/fl*^ and *Dars2*^*IEC-KO*^ mice stained with haematoxylin & eosin (H&E), ORO or immunostained for PLIN2 and Ki67. **g**,**h**, TAG species content in SI (**g**) and liver (**h**) of *Dars2*^*fl/fl*^ (*n* = 7) and *Dars2*^*IEC-KO*^ (*n* = 7 SI, *n* = 6 liver) mice. **i**, Concentration of glucose, total cholesterol, TAGs, HDL-cholesterol and LDL-cholesterol in sera from 7-day-old *Dars2*^*fl/fl*^ and *Dars2*^*IEC-KO*^ mice (*n* = 29 (glucose, total cholesterol) per genotype; *n* = 23 (HDL, LDL) per genotype; *n* = 28, *n* = 25 (TAG) for *Dars2*^*fl/fl*^ and *Dars2*^*IEC-KO*^, respectively). In **b**,**g**–**i**, dots represent individual mice, bar graphs show the mean ± s.e.m. and *P* values were calculated using two-sided nonparametric Mann–Whitney *U*-test. In **a**, *P* values were calculated using two-sided Gehan–Breslow–Wilcoxon test. In **d**,**f**, histological images are representative of the number of mice analysed as indicated in Supplementary Table 4. In **c**, each lane represents one mouse. Scale bars, 1 μm (**e**) or 50 μm (**d**,**f**). For gel source data, see Supplementary Fig. 1. Source Data

The SI of 7-day-old *Dars2*^*IEC-KO*^ pups were considerably shorter than those of *Dars2*^*fl/fl*^ littermates, and showed perturbed tissue architecture with blunted villi and lower numbers of Goblet cells and absorptive enterocytes (Fig. 1f and Extended Data Fig. 1c,d). Immunostaining for Ki67 revealed strongly decreased epithelial cell proliferation in intestinal crypts of *Dars2*^*IEC-KO*^ mice (Fig. 1f), and reduced expression of *Olfm4* and *Lgr5* indicated a depleted stem cell compartment (Extended Data Fig. 1d). Immunostaining for cleaved caspase-3 and caspase-8 did not reveal increased numbers of dying cells in the intestines of *Dars2*^*IEC-KO*^ mice. Similarly, immunostaining for CD45 and F4/80 did not reveal increased numbers of infiltrating immune cells (Extended Data Fig. 1e). A prominent microscopic feature of SI sections from *Dars2*^*IEC-KO*^ mice was the presence of large cytoplasmic vacuoles in enterocytes (Fig. 1f). These vacuoles did not stain with periodic acid–Schiff, which detects glycoproteins and mucins, but stained positive with oil red O (ORO), which detects neutral lipids (Fig. 1f and Extended Data Fig. 1d), which suggested that the vacuoles correspond to large LDs. Indeed, immunostaining for perilipin 2 (PLIN2), a protein that coats LDs^1,8^, confirmed that IECs in *Dars2*^*IEC-KO*^ mice contain large cytoplasmic LDs, which was in contrast to the few tiny LDs found in IECs from *Dars2*^*fl/fl*^ mice (Fig. 1f). Accordingly, mass spectrometry (MS)-mediated lipidomics analysis revealed strongly increased levels of lipids, particularly of triacylglycerol (TAG) species in the intestine of *Dars2*^*IEC-KO*^ pups (Fig. 1g and Extended Data Fig. 2a–f). By contrast, the livers of *Dars2*^*IEC-KO*^ pups displayed a strong reduction in TAG levels compared with their *Dars2*^*fl/fl*^ littermates (Fig. 1h). Moreover, reduced amounts of glucose and high-density lipoprotein (HDL) but normal levels of total cholesterol, low-density lipoprotein (LDL) and TAG were detected in the serum of *Dars2*^*IEC-KO*^ mice (Fig. 1i). Additionally, IECs from *Dars2*^*IEC-KO*^ mice showed reduced expression of several enzymes important for lipid biosynthesis (Extended Data Fig. 2g), which indicated that increased lipid synthesis is not the cause of fat accumulation in LDs. Collectively, these results suggest that DARS2 deficiency in enterocytes causes impaired transport of dietary lipids, which results in their accumulation within large LDs.

## LD accumulation in enterocytes lacking SDHA or COX10

We then asked whether the intestinal pathology caused by DARS2 deficiency could be reproduced through the ablation of specific OXPHOS subunits. We therefore generated mice lacking succinate dehydrogenase A (SDHA), an enzyme involved in the tricarboxylic acid cycle (TCA) and OXPHOS complex II, or lacking protohaem IX farnesyltransferase (COX10), an assembly factor of complex IV^3,4,9^, specifically in IECs by crossing mice carrying respective *loxP*-flanked alleles with *Vil1-cre* mice. Both *Sdha*^*IEC-KO*^ and *Cox10*^*IEC-KO*^ mice were born at Mendelian ratios but developed a postnatal phenotype similar to that of *Dars2*^*IEC-KO*^ animals; that is, reduced body weight, failure to thrive and severe hypoglycaemia (Extended Data Fig. 3a–c,f–h). No considerable differences in total cholesterol, HDL, LDL and TAGs were detected in the serum of either *Sdha*^*IEC-KO*^ mice or *Cox10*^*IEC-KO*^ mice compared with their control littermates (Extended Data Fig. 3c,h). Immunoblot analyses confirmed efficient ablation of complex II and complex IV in *Sdha*^*IEC-KO*^ and *Cox10*^*IEC-KO*^ IECs, respectively, without affecting other OXPHOS subunits (Extended Data Fig. 3d,e,i,j). Histological analyses revealed impaired IEC proliferation and lipid accumulation within large LDs in enterocytes from both *Sdha*^*IEC-KO*^ mice and *Cox10*^*IEC-KO*^ mice (Extended Data Fig. 3d,i), as observed in *Dars2*^*IEC-KO*^ mice. Therefore, loss of specific subunits of respiratory chain complexes II or IV phenocopied the intestinal pathology induced by DARS2 deficiency in IECs. This result shows that mitochondrial dysfunction causes impaired transport and accumulation of lipids in enterocytes.

## DARS2 loss in adult IECs causes LD accumulation

The increased lipid accumulation in enterocytes of *Dars2*^*IEC-KO*^ pups could be related to the high fat content of milk or to developmental defects caused by DARS2 ablation during embryogenesis^7^. We therefore assessed the consequences of tamoxifen-inducible DARS2 deletion in IECs of adult *Dars2*^*fl/fl*^*Villin-creER*^*T2*^ mice (hereafter referred to as *Dars2*^*tamIEC-KO*^) fed a normal chow diet (NCD). Tamoxifen administration on five consecutive days caused rapid weight loss that necessitated the euthanasia of *Dars2*^*tamIEC-KO*^ mice 7–8 days after the last injection (Fig. 2a and Extended Data Fig. 4a). Immunoblot and proteomics analyses of proximal IECs from *Dars2*^*tamIEC-KO*^ mice euthanized 7 days after tamoxifen injection confirmed efficient DARS2 ablation and severe depletion of OXPHOS subunits (Fig. 2b and Extended Data Fig. 4b,c). Gene set enrichment analysis (GSEA) of the proteomics data confirmed the depletion of OXPHOS subunits in IECs of *Dars2*^*tamIEC-KO*^ mice compared with *Dars2*^*fl/fl*^ littermates (Extended Data Fig. 4d and Supplementary Table 1). The proteomics analysis revealed that the ATF4-regulated pathway was among the most enriched signatures in DARS2-deficient enterocytes (Extended Data Fig. 4d,e). This result indicated that the mitochondrial integrated stress response was activated, a result previously reported in other models of mitochondrial dysfunction^10–12^. RNA sequencing (RNA-seq) confirmed that the ATF4 signature was strongly upregulated in the proximal SI of *Dars2*^*tamIEC-KO*^ mice 7 days after the last tamoxifen injection, which was also observed at 3 days after tamoxifen albeit to a lesser extent (Extended Data Fig. 4f,g and Supplementary Table 2).

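RNA-seq was performed on pieces of the proximal SI taken just after the stomach from knockout mice, in which 5 injections of tamoxifen activate a Cre recombinase expressed in IECs, and from control mice. A piece holds the epithelium together with the lamina propria and the muscle, so each value is an average over these cells. The libraries read the 3′ ends of polyadenylated transcripts and came from 26 mice, with 7 mice per genotype 3 days after the last injection and 6 mice per genotype 7 days after it. The paper's text names no sequencing batch for the libraries, so where control mice of different days are compared, a batch that coincided with the day cannot be told apart from the day. The authors aligned the reads to the mouse genome GRCm38 and counted primary alignments on the exons of each gene. A read on the exons of several genes was divided into fractions between them. The deposited values are these estimated counts without normalization, and 95.0% of them were whole numbers. At 3 days, between 3971430 and 5957106 reads per library were counted on genes in knockout mice (median 4874691) and between 3720114 and 5636866 in control mice (median 4863778). At 7 days, the totals were between 5273983 and 6308240 in knockout mice (median 5631387) and between 4605243 and 6337900 in control mice (median 5522174). The 10 genes with the most counts took between 23.4% and 33.6% of the counts of a library. For the comparison of the genotypes, the counts were rounded to whole numbers and tested within each day with edgeR's quasi-likelihood test after TMM normalization. Genes with a zero count in most of the samples of either genotype were left out, which is the filter of the study, and 20760 genes were tested at 3 days and 20259 at 7 days. Changes were called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Values of single genes are given as CPM, the counts over the total of the library without TMM factors. Where every library of a group had at most 3 counts, only a bound of the fold change is given, from CPM with the TMM factors of all 26 libraries. These limits cover counting error only.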

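At 3 days, 297 of 20760 genes passed the threshold, of which 230 were higher and 67 lower in knockout mice. At 7 days, 7790 of 20259 genes passed, 3984 higher and 3806 lower. Of the 297 genes, 258 also passed at 7 days, 253 of them in the same direction. Under the alternatives the count at 3 days lay between 99 genes with the replicate number as a block and 810 with all 26 libraries in 1 fit. With each mouse left out in turn it lay between 171 and 779. Among genes with a mean of at least 100 counts and no overlap between the groups, the largest rises at 3 days were those of *Areg* (log2 fold change 5.13), *Trib3* (4.32), *Gdf15* (3.88), *Psat1* (3.36) and *Atf5* (3.24).

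The ATF4 signature was measured with a list of 53 known ATF4 target genes compiled without these libraries, since the gene set of the study comes from another publication. Genes were ranked by the signed square root of edgeR's F statistic and tested with fgsea against all Reactome sets and lists of a day. At 3 days, the 52 tested genes of the list had a normalized enrichment score (NES) of 3.41 (adjusted p = 1.5e-34, fgsea with Benjamini-Hochberg adjustment over 1178 sets) and a median log2 fold change of 1.35. Of these, 36 passed the gene threshold upwards and 0 downwards, and 44 passed when adjusted over the list alone. At 7 days, the NES was 3.00 (adjusted p = 3.9e-27 over 1183 sets). The median log2 fold change was 2.18, or 2.22 with the gene at the floor set to its bound. In the list, 50 genes were higher and 1 lower past the gene threshold, and 51 passed when adjusted over the list alone. The list ranked 1 among the rising sets at both days. With each mouse left out in turn, the NES stayed between 3.34 and 3.47 at 3 days and between 2.99 and 3.14 at 7 days. The alternative that moved it most was no filter on low counts, with 3.71 at 3 days.

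A score per mouse, the mean log2 CPM of the list, was 5.46 ± 0.35 (SD, n = 7) in knockout mice and 4.09 ± 0.14 (SD, n = 7) in control mice at 3 days (two-sided exact permutation test, p = 0.000583, the smallest p that 3432 permutations can give). At 7 days it was 6.54 ± 0.10 (SD, n = 6) and 4.04 ± 0.13 (SD, n = 6), and the exact permutation test again gave the smallest possible p, 0.00216. The difference between the genotypes was thus 1.37 at 3 days and 2.50 at 7 days. This gap of 1.13 between the days was tested by permuting the day within each genotype (two-sided exact permutation test over 2944656 permutations, p = 0.000198, and 0.00261 after Benjamini-Hochberg adjustment over 17 lists and sets).

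*Asns* (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254), which encodes asparagine synthetase, was at 88.7 ± 20.2 CPM (SD, n = 7) in knockout mice and 20.6 ± 4.40 CPM (SD, n = 7) in control mice at 3 days (log2 fold change 2.23, standard error 0.20, adjusted p = 1.2e-05, edgeR). At 7 days it was at 118 ± 6.66 CPM (SD, n = 6) and 13.6 ± 2.94 CPM (SD, n = 6), a log2 fold change of 3.16 (standard error 0.12, adjusted p = 1.1e-12, edgeR). *Ddit3* (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288), which encodes CHOP, had log2 fold changes of 1.88 (standard error 0.26) and 4.06 (standard error 0.15). Its effect was 2.21 larger at 7 days (adjusted p = 1.1e-05 from edgeR's test of the interaction). *Atf5* (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658) rose by 3.24 and 3.92 on the log2 scale, *Trib3* by 4.32 and 4.69, *Psat1* by 3.36 and 3.67, and *Gdf15* by 3.88 and 5.71, each with an adjusted p of at most 5.0e-05 (edgeR). The exons of *Ddit3* overlap those of Mars and Gm4189, and those of *Atf5* overlap Il4i1 and Nup62, so that part of their counts may belong to these genes. *Atf4* itself rose by 1.44 (adjusted p = 5.9e-05, edgeR) and 1.87 (adjusted p = 1.5e-10).

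**Figure D1:**
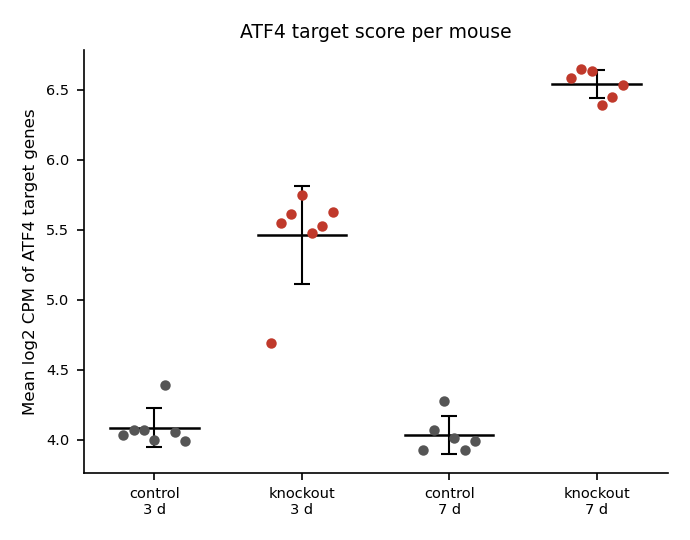
Mean log2 CPM of the ATF4 target genes per mouse (vertical axis) in control and knockout mice 3 and 7 days after the last tamoxifen injection (horizontal axis), with 1 point per mouse, lines at the group means and bars for the SD. At 3 days the knockout mice lie between 4.69 and 5.75 and the control mice between 3.99 and 4.39, and at 7 days between 6.39 and 6.65 and between 3.92 and 4.28.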

**Fig. 2:**
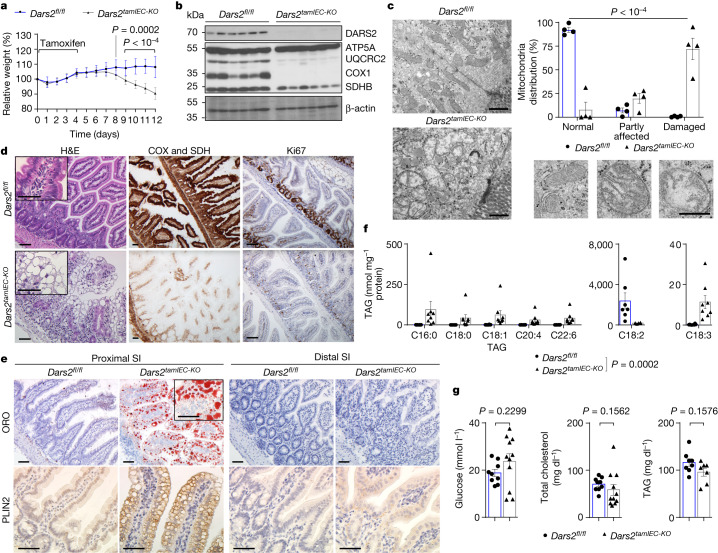
Inducible DARS2 ablation in IECs of adult mice causes lipid accumulation in proximal enterocytes. **a**, Relative body weight change of 8–12-week-old *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice after tamoxifen administration (*n* = 21 per genotype). **b**, Immunoblot analysis with the indicated antibodies of protein extracts from SI IECs of *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice 7 days after the last tamoxifen injection (*n* = 6 per genotype). β-actin was used as the loading control. **c**, Representative TEM micrographs of proximal SI sections and quantification of the mitochondria integrity distribution as a percentage of normal, partly affected and damaged mitochondria based on the electron density and cristae morphology in *Dars2*^*fl/fl*^ mice (*n* = 4 mice, *n* = 663 mitochondria in *n* = 69 IECs) and *Dars2*^*tamIEC-KO*^ mice (*n* = 4 mice, *n* = 707 mitochondria in *n* = 80 IECs) 7 days after tamoxifen. **d**, Representative images of sections from the proximal SI of *Dars2*^*tamIEC-KO*^ and *Dars2*^*fl/fl*^ mice stained with H&E, COX and SDH or immunostained with Ki67. **e**, Representative images of proximal and distal SI sections of *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice stained with ORO or immunostained with PLIN2. **f**, TAG content in proximal SI of *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice (*n* = 8 per genotype). **g**, Concentration of glucose, total cholesterol and TAGs in sera from *Dars2*^*fl/fl*^ mice (*n* = 9 (glucose, total cholesterol), *n* = 8 (TAG)) and *Dars2*^*tamIEC-KO*^ mice (*n* = 11 (glucose, total cholesterol), *n* = 7 (TAG)) 7 days after the last tamoxifen injection. In **c**, **f** and **g**, dots represent individual mice, bar graphs show the mean ± s.e.m. and *P* values were calculated using two-way analysis of variance (ANOVA) with Bonferroni’s correction for multiple comparison (**a**), two-sided chi-square test (**c**) or two-sided nonparametric Mann–Whitney *U*-test (**f**,**g**). In **d**,**e**, histological images are representative of the number of mice analysed as indicated in Supplementary Table 4. In **b**, each lane represents one mouse. Scale bars, 1 μm (**c**) or 50 μm (**d**,**e**). For gel source data, see Supplementary Fig. 1. Source Data

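The Reactome set Metabolism of lipids and lipoproteins shifted downwards in the proximal SI of knockout mice 7 days after tamoxifen. The 434 genes tested had an NES of −1.60 (adjusted p = 7.9e-05, fgsea) and a median log2 fold change of −0.13, or −0.12 with genes at the floor set to their bound. In this set, 102 genes were higher and 136 lower past the gene threshold, and 252 passed when adjusted over the list alone. The NES stayed between −1.65 and −1.56 with each mouse left out in turn. Under camera, which presets a correlation of 0.01 between genes, the fall no longer passed (adjusted p = 0.204), whereas fry gave an adjusted p of 0.000412. The rise of the ATF4 targets passed under fry at both days (adjusted p = 0.0018 and 3.2e-09) and under camera with an estimated correlation (adjusted p = 0.0274 and 0.0129). The fall of the lipid set did not pass with an estimated correlation (adjusted p = 0.591). Of 16 Reactome sets of lipid metabolism, 14 had a negative NES, and 1, the set above, passed in fgsea. Under fry 13 of the 16 sets passed, all downwards, and under camera 1, Peroxisomal lipid metabolism (adjusted p = 0.0337). The mean log2 CPM of Metabolism of lipids and lipoproteins per mouse was 4.48 ± 0.04 (SD, n = 6) in knockout mice and 4.69 ± 0.06 (SD, n = 6) in control mice (exact permutation test, p = 0.00216, the smallest possible). Every knockout mouse was below every control mouse. A separate list of 64 genes of enterocyte lipid uptake and processing had an NES of −1.72 (adjusted p = 0.0126, fgsea) and a median log2 fold change of −0.43. Of its 63 tested genes, 8 were higher and 31 lower, and 41 passed when adjusted over the list alone.

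*Fabp2* (ENSMUSG00000023057, chromosome 3 of GRCm38, 122895072 to 122899506), which encodes the intestinal fatty acid binding protein, was at 84.3 ± 13.7 CPM (SD, n = 6) in knockout mice and 2875 ± 1202 CPM (SD, n = 6) in control mice, a log2 fold change of −5.09 (standard error 0.27, adjusted p = 6.1e-11, edgeR). *Apoa1* (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) fell from 5826 ± 1710 CPM to 208 ± 94.1 CPM (SD, n = 6 each, log2 fold change −4.78, standard error 0.33, adjusted p = 1.5e-09, edgeR). *Apob* (chromosome 12, 7977648 to 8016835) fell by 1.14 on the log2 scale (standard error 0.15, adjusted p = 5.5e-06), *Mttp* (chromosome 3, 138089854 to 138144968) by 1.11 (adjusted p = 4.4e-07) and *Apoa4* (chromosome 9, 46240696 to 46243459) by 1.94 (adjusted p = 0.00010). The exons of *Mttp* overlap Trmt10a and Gm43691, and those of *Apoa4* overlap Gm10680 and Gm47528. *Fasn* (chromosome 11, 120805846 to 120824547), which encodes fatty acid synthase, fell from 40.7 ± 6.85 CPM to 20.3 ± 5.00 CPM (SD, n = 6 each, log2 fold change −0.98, adjusted p = 3.4e-05, edgeR). *Cd36*, which encodes a fatty acid transporter, did not pass the threshold (log2 fold change −0.29, standard error 0.18, adjusted p = 0.24, edgeR).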

GSEA of both the transcriptomics and proteomics data revealed downregulation of lipid metabolism pathways in DARS2-deficient enterocytes 7 days after tamoxifen induction (Extended Data Fig. 4d,f). These changes were not observed in RNA-seq data from *Dars2*^*tamIEC-KO*^ mice 3 days after tamoxifen administration (Supplementary Table 2), which suggested that they are not a primary consequence of DARS2 ablation but instead reflect a secondary response of the cells to the substantial metabolic alterations caused by mitochondrial dysfunction. 

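At 3 days after tamoxifen, 439 genes of the same Reactome set were tested in the RNA-seq data, with an NES of 1.13 (adjusted p = 0.316, fgsea) and a median log2 fold change of 0.01. In the set, 2 genes were higher and 3 lower past the gene threshold, and 12 passed when adjusted over the list alone. Of the 16 sets of lipid metabolism, 0 passed after adjustment and 0 had an unadjusted p under 0.05. The direction of the set at 3 days depended on single mice. Without knockout replicate 1 the NES was 1.47 (adjusted p = 0.00407), and without control replicate 4 it was 1.38 (adjusted p = 0.0339). It was −1.11 without knockout replicate 2 and −1.05 without control replicate 2. With scores for pancreatic and stomach transcripts as covariates, an alternative chosen after seeing the data, it was −1.32 (adjusted p = 0.0397). The list of enterocyte genes had an NES of 1.67 at 3 days (adjusted p = 0.0298, fgsea), upwards, which did not pass under fry (adjusted p = 0.665).

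For single genes the effect of the genotype differed between the days. *Fabp2* was at 732 ± 358 CPM (SD, n = 7) in knockout mice and 743 ± 518 CPM (SD, n = 7) in control mice at 3 days (log2 fold change 0.13, standard error 0.49, adjusted p = 0.94, edgeR). The difference of its effect between 7 and 3 days was −5.20 (adjusted p = 1.3e-06, edgeR's test of the interaction). *Apoa1* had log2 fold changes at 3 days of 0.29, *Apob* of 0.61, *Mttp* of 0.51, *Apoa4* of 1.90 and *Fasn* of −0.28, with adjusted p between 0.313 and 0.894. The tests of the difference between the days passed for *Apoa1* (−5.05), *Apob* (−1.73), *Mttp* (−1.60), *Apoa4* (−3.82) and *Fasn* (−0.68), with adjusted p between 5.9e-05 and 0.0334. Over the whole set, 146 genes passed this test. The mean log2 CPM of the set differed between the genotypes by 0.0012 at 3 days (exact permutation test, p = 0.988). The change of this difference from 3 to 7 days, −0.21, was not past the threshold (two-sided exact permutation test, p = 0.133). The day was permuted within each genotype, so a shift of both genotypes between the days widens the spread of the permutations. The mean rose from 4.35 to 4.69 in control mice and from 4.35 to 4.48 in knockout mice. This test therefore cannot decide whether the effect of the genotype on the set changed. The control mice of the days also differed, with *Fabp2* 2.36 higher on the log2 scale at 7 days than at 3 days (standard error 0.46, adjusted p = 0.000782, edgeR). *Apob* was at 511 and 594 CPM at 3 and 7 days in knockout mice and at 372 and 1333 CPM in control mice. *Mttp* was at 373 and 352 CPM in knockout mice and at 290 and 774 CPM in control mice. The differences of *Apob* and *Mttp* between the days thus lay mainly in the control mice. In knockout mice *Apoa1* fell from 1359 to 208 CPM, *Apoa4* from 1170 to 581 CPM and *Fasn* from 44.2 to 20.3 CPM. In control mice *Apoa1* and *Apoa4* rose. From the absence of the changes at 3 days, the paper proposes that they are not a direct effect of the ablation but a later response of the cells to altered metabolism.

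**Figure D2:**
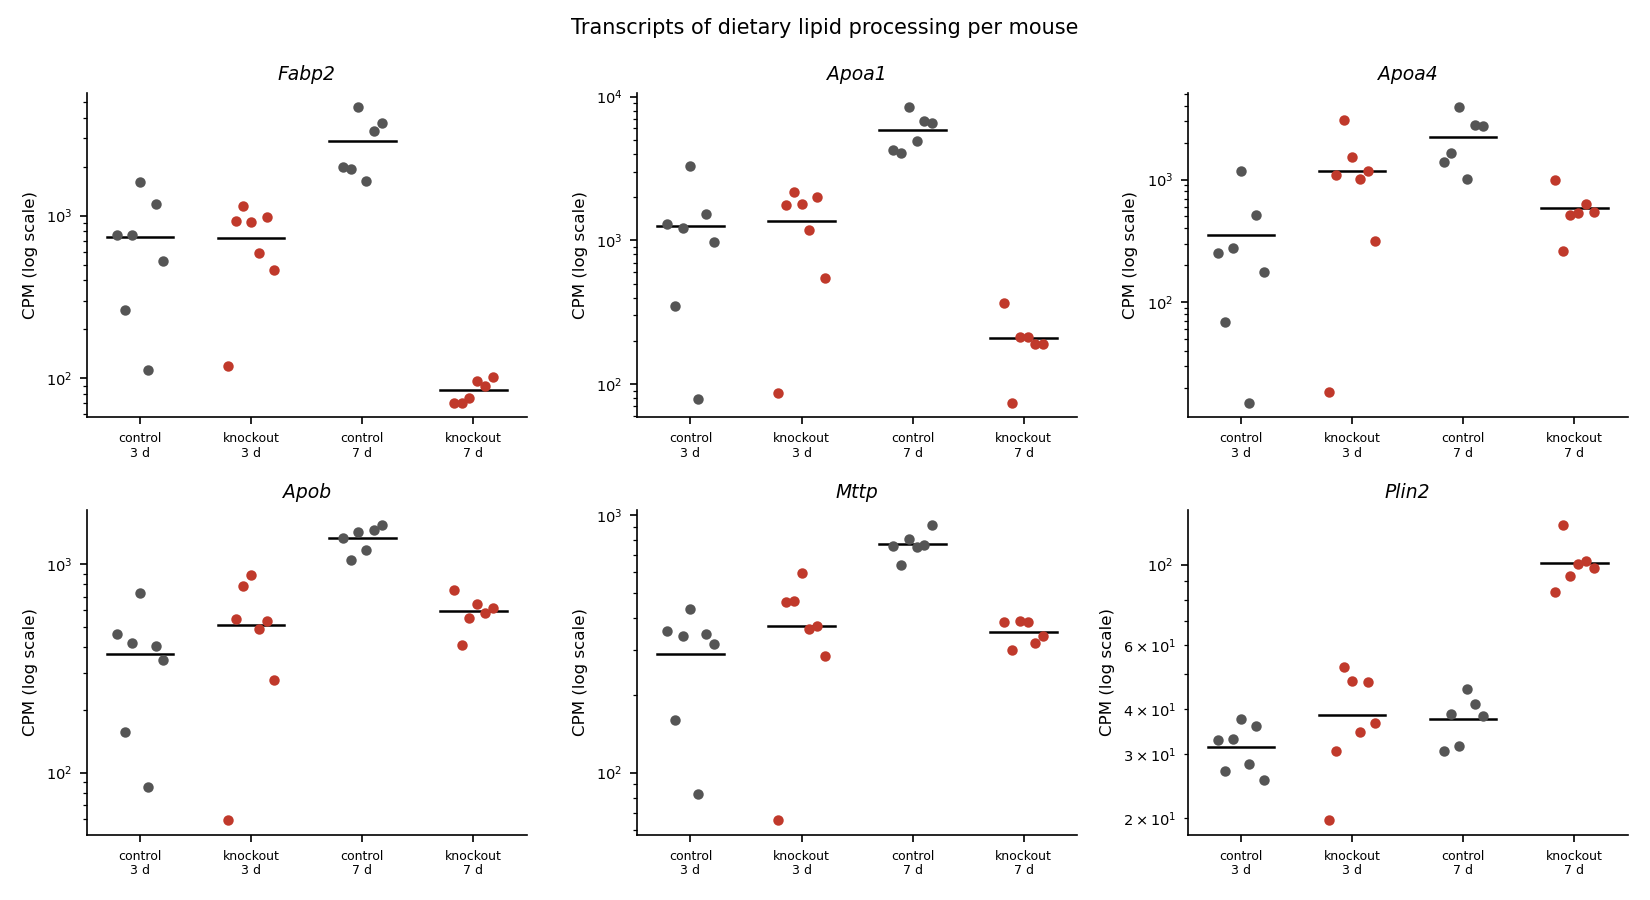
CPM on a log scale (vertical axes) of *Fabp2*, *Apoa1*, *Apoa4*, *Apob*, *Mttp* and *Plin2* in control and knockout mice 3 and 7 days after the last tamoxifen injection (horizontal axes), with 1 point per mouse and lines at the group means. *Fabp2* lies between 120 and 1141 CPM in knockout mice at 3 days and between 70.8 and 102 CPM at 7 days, and in control mice between 112 and 1605 CPM at 3 days and between 1640.1 and 4630 CPM at 7 days.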

Our data also showed reduced levels of proteins important for lipid biosynthesis at day 7 after tamoxifen injection, including fatty acid synthase (FASN) and fatty acid binding protein 2 (FABP2) (Extended Data Fig. 5a,b). Over-representation analysis using the gene ontology terms (Supplementary Table 1) of the significantly changed proteins revealed that many lipid metabolism pathways were downregulated in DARS2-deficient enterocytes, and ‘lipid droplet formation’ was one of the most upregulated terms (Extended Data Fig. 5c,d). PLIN2 was the most highly induced protein in DARS2-deficient IECs in the proteomics dataset, which was verified by immunoblotting (Extended Data Fig. 5a,b). To further investigate the consequences of DARS2 ablation, we performed metabolomics analysis, which showed a broad metabolic deregulation in DARS2-deficient proximal IECs at 8 days after tamoxifen induction. The suppression of mitochondrial metabolism in *Dars2*^*tamIEC-KO*^ mice was corroborated by a reduction in aspartate^13,14^ and an accumulation of succinate, which are hallmarks of OXPHOS dysfunction^15^ (Extended Data Fig. 5e,f and Supplementary Table 3). Moreover, several glycolytic intermediates were accumulated in DARS2-deficient IECs, which suggested that the cells switched to glycolysis (Extended Data Fig. 5e,f). Consistent with a compensatory activation of glycolysis, the ratio of ATP to ADP, an indicator of the energy charge of the cell, was not reduced in DARS2-deficient enterocytes (Extended Data Fig. 5f). We also observed significant changes in purine and pyrimidine metabolism (Extended Data Fig. 5e), which was in line with the reported activation of mitochondrial integrated stress response in patients with mitochondrial disorders and in models of mitochondrial dysfunction^12,16–18^. Furthermore, IECs from *Dars2*^*tamIEC-KO*^ mice showed a marked accumulation of acylcarnitines, a result indicative of impaired fatty acid oxidation (Extended Data Fig. 5e).

Following necropsy of *Dars2*^*tamIEC-KO*^ mice, we observed a dilated, fluid-filled GI tract, with the proximal SI appearing white, which indicated massive lipid accumulation (Extended Data Fig. 6a). EM analyses showed that most mitochondria in *Dars2*^*tamIEC-KO*^ enterocytes appeared swollen, with less densely packed and fragmented cristae (Fig. 2c). Immunohistological evaluation revealed prominent respiratory chain deficiency, diminished numbers of proliferating cells, Goblet cells and absorptive enterocytes, and considerably reduced expression of stem cell markers in both the proximal and distal SI of *Dars2*^*tamIEC-KO*^ mice 7–8 days after tamoxifen induction (Fig. 2d and Extended Data Fig. 6b,c,e). Notably, immunostaining for cleaved caspase-3 and CD45 did not reveal increased numbers of dying cells or infiltrating immune cells, respectively, in the intestine of *Dars2*^*tamIEC-KO*^ mice (Extended Data Fig. 6b,d). This result shows that DARS2 deficiency does not induce enterocyte death or inflammation. 

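Inflammatory transcripts in the RNA-seq data of the proximal SI were measured with a list of 51 genes for cytokines, chemokines, immune cell markers and acute-phase and antimicrobial proteins. At 7 days after tamoxifen, 39 of them were tested, with an NES of −1.07 (adjusted p = 0.528, fgsea) and a median log2 fold change of 0.29, or 0.25 with genes at the floor set to their bound. Of the tested genes, 10 were higher and 7 lower in knockout mice past the gene threshold, and 18 passed when adjusted over the list alone. The sign of the NES was not fixed, since it was 0.80 (adjusted p = 0.872) with all 26 libraries in the fit. The mean log2 CPM of the list was 2.17 ± 0.25 (SD, n = 6) in knockout mice and 2.18 ± 0.09 (SD, n = 6) in control mice (two-sided exact permutation test, p = 0.989). At 3 days, 37 genes of the list had an NES of −1.04 (adjusted p = 0.605, fgsea). Of these, 0 passed the gene threshold and 4 had an unadjusted p under 0.05. The score differed by −0.17 (exact permutation test, p = 0.0822). Among 11 Reactome sets of inflammation, 2 passed at 7 days in fgsea, both downwards. They were Interferon gamma signaling with an NES of −1.88 (adjusted p = 0.00109) and Interferon Signaling with −1.52 (adjusted p = 0.0357). Under camera 1 passed, Interferon gamma signaling downwards (adjusted p = 0.00159). Under fry 10 of the 11 sets passed at 7 days, 5 upwards and 5 downwards. Fry asks whether the genes of a set shift in 1 direction, without comparing them with the other genes. Upwards were, among others, TRAF6 Mediated Induction of proinflammatory cytokines (adjusted p = 2.0e-05), Interleukin-1 signaling (adjusted p = 2.6e-05) and Toll-Like Receptors Cascades (adjusted p = 0.00103). Their median log2 fold changes were 0.22, 0.09 and 0.02. The inflammatory list itself did not pass under fry at 7 days (adjusted p = 0.544). At 3 days, 0 of the 11 sets passed under fgsea, camera or fry, and 2 had an unadjusted p under 0.05 in fgsea.

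Single genes of the list moved in both directions. *Lcn2* (ENSMUSG00000026822, chromosome 2 of GRCm38, 32384633 to 32388252), which encodes lipocalin 2, was at 14.8 ± 4.46 CPM (SD, n = 6) in knockout mice and 2.38 ± 0.979 CPM (SD, n = 6) in control mice at 7 days, a log2 fold change of 2.64 (standard error 0.26, adjusted p = 1.9e-07, edgeR), against 0.83 (adjusted p = 0.187) at 3 days. *S100a8*, a neutrophil gene, was at least 2.58-fold higher at 7 days (adjusted p = 0.00237, edgeR), as no control library had more than 3 counts. The antimicrobial genes *Reg3b* and *Reg3g* were lower at 7 days, with log2 fold changes of −3.71 (standard error 0.88, adjusted p = 0.00233, edgeR) and −3.20 (standard error 0.64, adjusted p = 0.000559). With each mouse left out in turn, they lay between −4.53 and −2.88 for *Reg3b* and between −4.28 and −2.62 for *Reg3g*. Their sizes thus depend on single mice. *Il1b*, whose exons overlap Il1bos, was at 1.59 ± 0.718 CPM (SD, n = 6) and 1.23 ± 0.633 CPM (SD, n = 6), a log2 fold change of 0.39 (adjusted p = 0.47, edgeR). *Tnf* had at most 3 counts in each knockout library of that day and at most 4 in the control libraries (adjusted p = 0.20, edgeR). *Il6* had at most 3 counts in any of the 26 libraries, so a change was not detectable at this depth. *Ptprc*, which encodes CD45, and *Adgre1*, which encodes F4/80, had log2 fold changes of −0.55 (standard error 0.27, adjusted p = 0.113, edgeR) and −0.43 (standard error 0.27, adjusted p = 0.239).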

As confirmation, an inflammatory gene expression signature was not observed in the RNA-seq data (Extended Data Fig. 4f and Supplementary Table 2). Similar to *Dars2*^*IEC-KO*^ mice, enterocytes in the proximal SI of *Dars2*^*tamIEC-KO*^ mice were filled with large LDs stained with ORO and PLIN2 (Fig. 2e). Lipidomics analyses also revealed increased TAG amounts in enterocytes from *Dars2*^*tamIEC-KO*^ mice (Fig. 2f). Serum glucose, TAGs and total cholesterol levels were not notably changed in *Dars2*^*tamIEC-KO*^ mice compared with control mice (Fig. 2g). In contrast to the proximal SI, enterocytes in the distal SI of *Dars2*^*tamIEC-KO*^ mice did not contain large LDs (Fig. 2e), which indicated that lipid accumulation occurred exclusively in proximal enterocytes, cells that are primarily responsible for the absorption, processing and transport of dietary fats^1^. To obtain insight into the kinetics of lipid accumulation, we examined intestinal tissue from *Dars2*^*tamIEC-KO*^ mice 3 and 5 days after the last tamoxifen injection (Extended Data Fig. 7). Efficient DARS2 ablation, decreased expression of OXPHOS subunits and strong suppression of IEC proliferation were detected in enterocytes from *Dars2*^*tamIEC-KO*^ mice 3 and 5 days after tamoxifen administration (Extended Data Fig. 7a–h). Although we did not detect signs of lipid accumulation at day 3 after tamoxifen injection, proximal enterocytes from *Dars2*^*tamIEC-KO*^ mice 5 days after tamoxifen induction contained small LDs, which indicated that lipid accumulation occurs already at this stage (Extended Data Fig. 7d,h). Collectively, mitochondrial dysfunction caused by inducible DARS2 ablation in IECs causes substantial metabolic reprogramming and prominent accumulation of lipids in proximal enterocytes.

## Dietary lipids accumulate in *Dars2*^*tamIEC-KO*^ IECs

The accumulation of large LDs in proximal but not distal enterocytes of *Dars2*^*tamIEC-KO*^ mice, together with the overall downregulation of lipid biosynthesis pathways, indicated that the stored lipids probably originate from dietary fat. Dietary lipids emulsified by bile acids are digested by pancreatic lipase within the intestinal lumen to produce fatty acids, monoacylglycerols, cholesterol and lysophospholipids. These lipids are then taken up by enterocytes in the proximal SI where they are re-esterified into TAGs, cholesteryl esters (CEs) and phospholipids^1^. The majority of these lipids are then packaged into chylomicrons (CMs) that are released at the basolateral side and transported by the lymphatic system into the circulation and eventually to peripheral tissues^1^. Enterocytes also temporarily store excess dietary TAGs in cytosolic LDs, which are then mobilized for release in the form of CMs to ensure a stable supply of lipids between meals^1^. To assess the contribution of dietary fat, we examined whether feeding with a fat-free diet (FFD, containing <0.5% of fat), as opposed to a NCD (containing 3.4% fat), could prevent lipid accumulation in enterocytes of *Dars2*^*tamIEC-KO*^ mice (Extended Data Fig. 8a). Tamoxifen administration induced efficient DARS2 ablation, OXPHOS deficiency and weight loss in *Dars2*^*tamIEC-KO*^ mice fed the FFD. These mice also showed impaired IEC proliferation and reduced stem cell gene expression in the SI (Fig. 3a and Extended Data Fig. 8), consistent with our findings in mice fed the NCD. However, *Dars2*^*tamIEC-KO*^ mice fed the FFD exhibited only a few small LDs in enterocytes of the proximal SI 7 days after the last tamoxifen injection. This was in contrast to the large and highly abundant LDs observed in mice fed the NCD (Fig. 3a). Therefore, feeding a FFD could strongly reduce LD formation in DARS2-deficient enterocytes, thereby demonstrating that most accumulating lipids are derived from the diet. Notably, feeding a FFD delayed but could not ultimately prevent the substantial loss of body weight that necessitated the euthanasia of *Dars2*^*tamIEC-KO*^ mice. This result shows that lipid accumulation is not the primary cause of weight loss and death in these animals. This finding is in line with a previous study^19^ reporting that IEC-specific deficiency of microsomal triglyceride transfer protein (MTTP) induced lipid accumulation in enterocytes but did not cause death of the mice. Therefore, in addition to lipid accumulation, mitochondrial dysfunction causes defects in enterocytes such as the complete suppression of IEC proliferation, which probably led to the death of the animals.

**Fig. 3:**
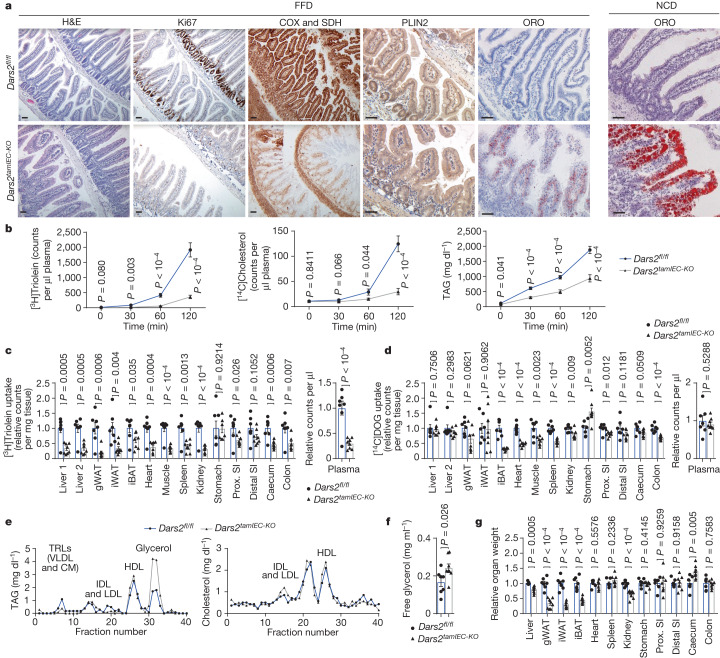
DARS2 deficiency causes impaired transport of dietary lipids by enterocytes. **a**, Representative images from the proximal SI of 8–12-week-old *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice fed with a FFD or NCD diet 7 days after the last tamoxifen injection, stained with H&E, ORO and COX and SDH or immunostained with antibodies against Ki67 and PLIN2. Scale bar, 50 μm. **b**, [^3^H]Triolein, [^14^C]cholesterol and TAG content in portal plasma of *Dars2*^*fl/fl*^ mice (*n* = 8) and *Dars2*^*tamIEC-KO*^ mice (*n* = 8) subjected to oral fat tolerance tests after intravenous injection of tyloxapol. **c**,**d**, Counts of [^3^H]triolein (**c**) and [^14^C]DOG (**d**) in different organs and plasma from *Dars2*^*fl/fl*^ mice (*n* = 7) and *Dars2*^*tamIEC-KO*^ mice (*n* = 8) determined 120 min after oral gavage. iBAT, interscapular brown adipose tissue; gWAT, gonadal white adipose tissue; iWAT, inguinal white adipose tissue; Prox. proximal. Liver 1 and liver 2 correspond to two different parts of the liver. **e**, Fast-protein liquid chromatography profiles of TAG and cholesterol in pooled portal plasma from fasted *Dars2*^*fl/fl*^ mice (*n* = 7) and *Dars2*^*tamIEC-KO*^ mice (*n* = 8) 120 min after gavage. IDL, intermediate-density lipoprotein. **f**, Free glycerol levels in plasma from *Dars2*^*fl/fl*^ mice (*n* = 7) and *Dars2*^*tamIEC-KO*^ mice (*n* = 8). **g**, Relative organ weight of *Dars2*^*fl/fl*^ mice (*n* = 7) and *Dars2*^*tamIEC-KO*^ mice (*n* = 8) 7 days after the last tamoxifen injection subjected to oral glucose fat tolerance test. In **c**,**d**,**f**,**g**, dots represent individual mice, bar graphs show the mean ± s.e.m. and *P* values were calculated using unpaired two-sided Student’s *t*-test with no assumption of equal variance (**b**–**d**,**f**,**g**). In **a**, histological images are representative of the number of mice analysed as indicated in Supplementary Table 4. Source Data

## Impaired dietary lipid transport in *Dars2*^*tamIEC-KO*^ mice

To directly assess whether DARS2 deficiency impairs the transport of dietary lipids by enterocytes, we performed metabolic tracing experiments. Specifically, we orally administered [^3^H]triolein and [^14^C]cholesterol to fasted *Dars2*^*tamIEC-KO*^ mice and *Dars2*^*fl/fl*^ littermates 7 days after tamoxifen injection and followed the appearance of the tracers in the plasma in the presence of the lipoprotein lipase inhibitor tyloxapol, which blocks intravascular lipoprotein processing (Extended Data Fig. 9a–c). Levels of [^3^H]triolein, [^14^C]cholesterol and TAGs were substantially decreased in the plasma of *Dars2*^*tamIEC-KO*^ mice compared with *Dars2*^*fl/fl*^ mice (Fig. 3b), which demonstrated that DARS2 deficiency inhibits the transport of dietary lipids by enterocytes. To further investigate how DARS2 deficiency in enterocytes affects the delivery of dietary lipids and glucose to peripheral organs, we orally administered [^3^H]triolein and [^14^C]deoxyglucose ([^14^C]DOG) in fasted *Dars2*^*tamIEC-KO*^ mice and *Dars2*^*fl/fl*^ mice 7 days after tamoxifen induction and measured the accumulation of the tracers in different tissues (Extended Data Fig. 9d–f). Compared with *Dars2*^*fl/fl*^ littermates, *Dars2*^*tamIEC-KO*^ mice showed strongly reduced transport of [^3^H]triolein to the plasma and most peripheral tissues, including the liver (Fig. 3c). By contrast, *Dars2*^*tamIEC-KO*^ mice showed normal [^14^C]DOG transport to the plasma (Fig. 3d), which indicated that loss of DARS2 in enterocytes predominantly affects the handling of dietary lipids. Notably, [^14^C]DOG uptake by the liver was unaffected in *Dars2*^*tamIEC-KO*^ mice but moderately decreased in other peripheral organs, including adipose tissue and heart (Fig. 3d). Moreover, profiling of plasma lipoproteins revealed reduced levels of TAG-rich lipoproteins (TRLs), including CMs and very low-density lipoproteins (VLDLs), in *Dars2*^*tamIEC-KO*^ mice compared with *Dars2*^*fl/fl*^ littermates, whereas HDL and LDL were not affected (Fig. 3e). The amount of plasma glycerol was increased whereas the weight of gonadal and inguinal white adipose tissue was reduced in *Dars2*^*tamIEC-KO*^ mice 7 days after tamoxifen administration (Fig. 3e–g). This result suggested that adipose tissues undergo increased lipolysis, probably as a compensatory response to the impaired supply of dietary lipids. Metabolic tracing studies performed 5 days after the last tamoxifen injection revealed mildly reduced levels of [^14^C]cholesterol and a trend towards reduced [^3^H]triolein in the plasma of *Dars2*^*tamIEC-KO*^ mice (Extended Data Fig. 9g–n). This finding indicated that already at this stage, the mice showed mild impairment of lipid transport. Uptake of [^3^H]triolein in the liver and most peripheral tissues, with the exception of white adipose tissue, was not reduced in *Dars2*^*tamIEC-KO*^ mice at 5 days after tamoxifen induction, a result consistent with its mildly impaired transport to the circulation (Extended Data Fig. 9m). Assessment of [^14^C]DOG levels 5 days after tamoxifen injection revealed increased accumulation of the tracer only in the intestine of *Dars2*^*tamIEC-KO*^ mice (Extended Data Fig. 9n), which could be related to the re-programming of cellular metabolism towards glycolysis in DARS2-deficient enterocytes. Taken together, the metabolic tracing experiments revealed a progressive impairment of dietary lipid transport to the circulation after enterocyte-specific ablation of DARS2.

## DARS2 loss impairs CM production and Golgi architecture

Most dietary lipids absorbed by enterocytes are transported to the circulation in the form of CMs^1,20^. CM production requires MTTP-mediated packaging of lipids into pre-CMs with ApoB48 in the endoplasmic reticulum (ER), followed by their transfer within pre-CM transport vesicles to the Golgi for maturation and subsequent extracellular secretion^1^. Primary enterocytes from *Dars2*^*tamIEC-KO*^ mice 5 and 7 days after tamoxifen injection expressed normal levels of ApoB48 (Fig. 4a). However, triglyceride-rich lipoproteins isolated from the plasma of *Dars2*^*tamIEC-KO*^ mice contained reduced levels of ApoB48 in relation to the liver-derived ApoB100 at 5 and 7 days after tamoxifen induction, a result consistent with decreased CM release from the intestine to the circulation (Fig. 4b). Ultrastructural examination of proximal SI sections showed that CMs were prominent within extended Golgi cisternae or were secreted across the basolateral surfaces of the intestinal epithelium of control *Dars2*^*fl/fl*^ mice (Fig. 4c). By contrast, an extensive disorganization of the secretory pathway with a substantial lack of Golgi cisternae containing CMs was observed in enterocytes of *Dars2*^*tamIEC-KO*^ mice (Fig. 4c). Instead, the cytoplasm of DARS2-deficient enterocytes was packed with very large LDs (Fig. 4c, arrowheads). Lipid particles were also often found within the ER lumen of enterocytes in *Dars2*^*tamIEC-KO*^ mice (Fig. 4c, arrows). To further examine the integrity of the Golgi and the secretory pathway in enterocytes, we immunostained proximal SI sections from *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice for *trans*-Golgi network integral membrane protein 1 (TGN38), a transmembrane protein localized to the Golgi^21^, and E-cadherin, an integral membrane protein that is transported to the plasma membrane through the secretory pathway. TGN38 staining revealed a typical compact juxtanuclear Golgi network in enterocytes from *Dars2*^*fl/fl*^ mice and a predominantly plasma membrane localization of E-cadherin (Extended Data Fig. 10a). By contrast, a substantial dispersal of TGN38 staining was observed in proximal SI enterocytes from *Dars2*^*tamIEC-KO*^ mice at 8 days after tamoxifen injection, which was accompanied by strongly reduced levels of E-cadherin at the plasma membrane (Extended Data Fig. 10a). Time course analyses revealed that the Golgi network was largely unaffected at day 3 and partially fragmented at day 5 after tamoxifen induction, which indicated the occurrence of progressive Golgi disorganization after DARS2 loss (Extended Data Fig. 10a). To address whether Golgi disorganization precedes LD formation, we immunostained intestinal tissue sections with antibodies against TGN38, E-cadherin and PLIN2. Substantial LD formation concomitant with strong Golgi dispersal was observed in DARS2-deficient proximal enterocytes 8 days after tamoxifen injection (Extended Data Fig. 10b). A clear fragmentation of the Golgi network was observed in most proximal enterocytes in *Dars2*^*tamIEC-KO*^ mice 5 days after tamoxifen treatment, whereas only a few LDs were detected in a small fraction of DARS2-deficient enterocytes at this stage (Fig. 4d). Therefore, Golgi dispersal occurs progressively after DARS2 ablation and precedes large LD formation. Notably, enterocytes in distal SI from *Dars2*^*tamIEC-KO*^ mice showed only a mild disorganization of Golgi network and absence of LDs 8 days after tamoxifen injection (Extended Data Fig. 10b). This result suggests that bulk transport and secretion of dietary lipids may accelerate the disorganization of the Golgi network in proximal SI enterocytes. Moreover, proximal enterocytes from FFD-fed *Dars2*^*tamIEC-KO*^ mice showed a partial fragmentation of Golgi network and absence of LDs at 7 days after tamoxifen induction (Extended Data Fig. 10c). Together, these results suggest that impaired production and/or ER-to-Golgi trafficking of CMs is probably an early event associated with Golgi disorganization. Our proteomics data confirmed that several proteins involved in CM production^1,22,23^ (CD36, APOA4, APOA1, MTTP and LSR) and COPII vesicle budding^24^ (SEC16, SEC23, SEC24 and SEC31) were downregulated in DARS2-deficient enterocytes (Extended Data Fig. 5a). We then assessed whether mitochondrial dysfunction could cause Golgi disorganization in IEC-6 cells, which are derived from rat SI epithelium and display typical characteristics of normal SI enterocytes^25^. Similar to our in vivo findings in *Dars2*^*tamIEC-KO*^ enterocytes, treatment with actinonin, a mitochondrial protein synthesis inhibitor^10^ that mimics DARS2 deficiency, or atpenin A5, an inhibitor of SDH^26^, induced Golgi dispersal in IEC-6 cells (Extended Data Fig. 11a,b). As a positive control, we treated cells with brefeldin A, an inhibitor of the anterograde transport from the ER to Golgi and that causes Golgi membranes to be absorbed into the ER^27^. Notably, addition of oleic acid in the medium exacerbated the Golgi disorganization induced by OXPHOS inhibitors, concomitant with lipid accumulation in large LDs (Extended Data Fig. 11b). Thus, inhibition of mitochondrial function induces Golgi disorganization in a cellular system and this effect is exacerbated in the presence of high levels of lipids in the medium.

**Fig. 4:**
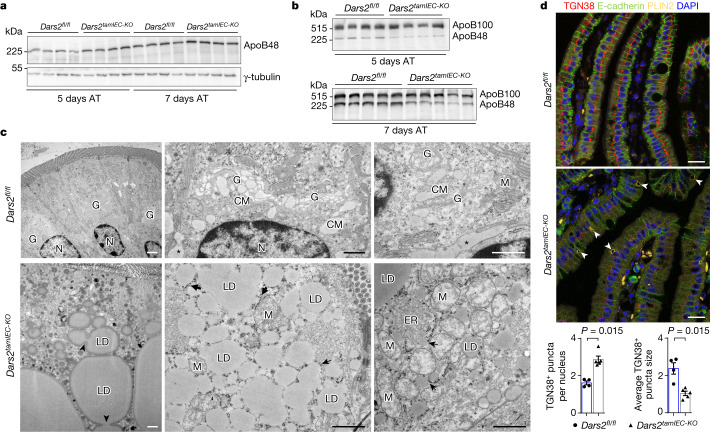
DARS2 deficiency impairs CM production and induces progressive Golgi disorganization that precedes LD accumulation in enterocytes. **a**,**b**, Immunoblots depicting expression levels of ApoB48 in SI IECs (**a**) and ApoB48 and ApoB100 on TRLs isolated from plasma by ultracentrifugation (**b**) from *Dars2*^*fl/fl*^ and *Dars2*^*tamIEC-KO*^ mice 5 and 7 days after the last tamoxifen injection (**a**, *n* = 4 mice per genotype, per indicated time point; **b**, *n* = 5 mice per genotype at 7 days after tamoxifen, *n* = 4 mice per genotype at 5 days after tamoxifen). γ-tubulin was used as the loading control (**a**). AT, after tamoxifen. **c**, Representative TEM micrographs from proximal SI sections of *Dars2*^*fl/fl*^ mice (*n* = 4) and *Dars2*^*tamIEC-KO*^ mice (*n* = 4) 7 days after the last tamoxifen injection. Note the lack of CM-containing Golgi complexes and the appearance of aberrant numbers of LDs and damaged mitochondria in DARS2-deficient enterocytes. Asterisks indicate CMs secreted in the basolateral intercellular space. Arrows point at lipid particles within the ER lumen in rough and smooth ER neighbouring areas. Arrowheads point at LD lateral fusion. N, nucleus. **d**, Top, representative fluorescence microscopy images from the proximal SI of 8–12-week-old *Dars2*^*fl/fl*^ mice (*n* = 6) and *Dars2*^*tamIEC-KO*^ mice (*n* = 6) immunostained with antibodies against TGN38, E-cadherin and PLIN2. Nuclei stained with DAPI. Arrowheads point at LDs. Bottom, quantification of the TGN38-positive puncta size and the number of puncta per nucleus from confocal images of proximal SI sections of *Dars2*^*fl/fl*^ mice (*n* = 4) and *Dars2*^*tamIEC-KO*^ mice (*n* = 5) 5 days after the last tamoxifen injection. In **d**, dots represent individual mice, bar graphs show the mean ± s.e.m. and *P* values were calculated using unpaired two-sided Student’s *t*-test with no assumption of equal variance. In **a**,**b**, each lane represents one mouse from two independent experiments. Scale bars, 1 μm (**c**) or 50 μm (**d**). For gel source data, see Supplementary Fig. 1. Source Data

To assess whether DARS2 depletion affects the Golgi in the intestine of *Caenorhabditis elegans*, we took advantage of a transgenic strain that expresses the Golgi-specific a-mannosidase II fused to GFP under the control of the gut-specific *vha-6* promoter^28^. *Dars-2* RNA-mediated interference considerably reduced the amount of Golgi puncta in the gut of *C.* *elegans* at adult days 1 and 4 without affecting ER morphology, as evaluated using a strain that expresses the ER-specific SPCS-1 fused to GFP^29^ (Extended Data Fig. 11c,d). Next, we investigated whether DARS-2 deficiency would affect the trafficking of lipids. To this end, we followed the transport of vitellogenin 2 (VIT-2) in *C.* *elegans*^30^. Vitellogenins are large lipo-glyco-phosphoproteins that recruit lipids and require COPII vesicle trafficking for their secretion into the circulation to be ultimately taken up by oocytes through receptor-mediated endocytosis^31^. In *C.* *elegans*, VIT-2 (visualized using the VIT-2::GFP reporter) is predominantly found in oocytes, but in the absence of the small GTPase SAR-1, a homologue of SAR1B that is essential for budding of ER-derived COPII vesicles that mediate secretory cargo transport to the Golgi^1,32,33^, it accumulates in the intestine^30^ (Extended Data Fig. 11e). Notably, *dars-2* depletion strongly prevented VIT-2 transport into oocytes (Extended Data Fig. 11e). By contrast, depletion of fumarate hydratase (FUM-1), a mitochondrial TCA cycle enzyme essential for numerous metabolic processes that also acts as a tumour suppressor^34^, did not affect VIT-2 transport (Extended Data Fig. 11e). Further supporting our results and the role of mitochondria in the transport of lipoprotein complexes in *C.* *elegans*, a screen for factors essential for vitellogenin transport identified 40 mitochondrial proteins, out of which 28 directly regulate mitochondrial protein synthesis, including 8 mitochondrial tRNA amino-acyltransferases, enzymes that belong to the same family as DARS2 (ref. ^30^).

## Discussion

Taken together, our results revealed an essential and evolutionarily conserved role of mitochondria in dietary lipid processing by enterocytes. The LD accumulation phenotype caused by mitochondrial dysfunction in IECs is reminiscent of the pathology of human patients with mutations in the gene encoding SAR1B, who suffer from CM retention disease that manifests with chronic diarrhoea, intestinal distension and growth retardation in infancy^1,32,33^. SAR1B deficiency prevents the trafficking of pre-CMs from the ER to the Golgi, which causes impaired transport of dietary lipids to the circulation and their accumulation within large LDs in enterocytes^1,32,33^. Mice with IEC-specific ablation of MTTP, which is essential for CM production, showed impaired transport and accumulation of dietary lipids in enterocytes^19^. Furthermore, brefeldin A treatment in rats suppresses CM production, which results in impaired transport of dietary fat and lipid accumulation in large LDs in enterocytes^35^. These results provide evidence that Golgi disorganization inhibits dietary lipid processing. The precise mechanism by which mitochondrial defects affect secretory pathway organization and function remains to be fully elucidated. However, our findings suggest that mitochondrial dysfunction impairs CM formation and/or trafficking from the ER to the plasma membrane, which results in compromised transport of dietary lipids to peripheral tissues and their accumulation and storage within large cytoplasmic LDs in enterocytes. These findings could be relevant for the understanding of the mechanisms that cause intestinal complications associated with the severe inability to gain weight and failure to thrive in a subset of patients with mitochondrial disease^6,36^.

## Methods

### Mice

The following mouse lines were used: *Dars2*^*fl/fl*^ (ref. ^2^), *Cox10*^*fl/fl*^ (ref. ^4^), *Vil1-cre* (ref. ^7^) and *Villin-creER*^*T2*^ (ref. ^37^). *Sdha*^*tm2a*^ mice were obtained from the Knock Out Mouse Project repository (project ID: CSD48939) and bred to FLP deleter mice^38^ to delete the FRT-flanked region to generate *Sdha*^*fl/fl*^ mice. IEC-specific knockout mice were generated by intercrossing mice carrying the respective *loxP*-flanked alleles with *Vil1-cre* or *Villin-creER*^*T2*^ transgenic mice. Both female and male mice between 1 and 12 weeks of age were used in all in vivo experiments, whereas metabolic tracing studies were performed exclusively using male mice. All mice were maintained on the C57BL/6N background. Mice were housed at the specific-pathogen-free animal facilities of the CECAD Research Center of the University of Cologne under a 12-h dark–12-h light cycle in individually ventilated cages (Greenline GM500, Tecniplast) at 22 ± 2 °C and a relative humidity of 55 ± 5%. All mice had unlimited access to water and fed a standard chow diet (Harlan diet no. 2918 or Prolab Isopro RMH3000 5P76) ad libitum. For the experiments assessing the role of dietary fat, mice were fed a FFD (E15104-3474, ssniff-Spezialdiäten) containing only traces of fat (<0.5%). All animal procedures were conducted in accordance with European, national and institutional guidelines and protocols were approved by local government authorities (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen) and Animal Welfare Officers of the University Medical Center Hamburg-Eppendorf and Behörde für Gesundheit und Verbraucherschutz Hamburg. Animals requiring medical attention were provided with appropriate care and were culled humanely when reaching pre-determined termination criteria to minimize suffering. No other exclusion criteria were applied. Villin-CreER^T2^ recombinase activity was induced by five consecutive daily intraperitoneal administrations of 1 mg tamoxifen dissolved in corn oil and DMSO. Littermates not carrying the *Vil1-cre* or *Villin-creER*^*T2*^ transgenes were used as controls in all experiments.

### Tissue preparation

The colon and SI were dissected and washed with PBS. Small pieces (about 0.5 cm) were isolated proximal (after the stomach) and distal (before the caecum) of the SI, snap-frozen on dry ice for RNA expression analysis and stored at –80 °C until further processing. The remaining SI tissue was cut longitudinally and washed in PBS to remove faeces. Intestinal tissue samples were rolled up from proximal to distal to form a Swiss roll and either fixed in 4% paraformaldehyde overnight at 4 °C or embedded in TissueTek for frozen sectioning.

### H&E staining of paraffin-fixed tissues

Paraffin-embedded 3-μm-thick intestinal tissue sections were deparaffinized with xylene and rehydrated with decreasing amounts of ethanol solutions (100% ethanol, 96% ethanol and 75% ethanol). Sections were stained for 2 min in haematoxylin, differentiated in tap water for 15 min and incubated for 1 min in eosin. Stained sections were dehydrated using increasing amounts of ethanol solutions and fixed in xylene for 1 min. Slides were mounted with Entellan.

### COX and SDH and ORO staining of fresh-frozen tissues

Fresh-frozen 7-μm-thick intestinal sections were sequentially stained for COX and SDH activity. Cryosections were dried and incubated for 45 min at 37 °C with COX solution. Then they were briefly washed with PBS and incubated for 40 min with SDH solution at 37 °C. Following dehydration through graded alcohol solutions, the sections were mounted with DPX and stored at room temperature. Fresh-frozen 10-μm-thick sections were fixed in 4% paraformaldehyde for 15 min at room temperature. After fixation, the sections were washed with ddH_2_O and stained with ORO in isopropanol/water (60:40) for 15 min. All sections were counterstained with haematoxylin for 5 min and mounted with Aquatex (EMD Millipore).

### Immunohistochemistry and immunofluorescence on intestinal sections

Paraffin sections were rehydrated and heat-induced antigen retrieval was performed in 10 mM sodium citrate, 0.05% Tween-20 at pH 6.2 or with proteinase K treatment. Endogenous peroxidase was blocked in peroxidase blocking buffer for 15 min at room temperature. Sections were blocked in 1% BSA, 0.2% fish-skin gelatin, 0.2% Triton-X-100 and 0.05% Tween-20 in PBS for 1 h at room temperature. After blocking, the sections were incubated overnight at 4 °C with primary antibodies against adipophilin/PLIN2 (Progen, GP46, 1:500), Ki67 (Dako, M724901, clone 1O15, 1:1,000), OLFM4 (Cell Signaling, D6Y5A, clone D6X5A, 1:400), CC3 (Cell Signaling, 9661, 1:1,000), CC8 (Cell Signaling, 8592, 1:1,000), CD45 (BD Bioscience, 560510, clone 30-F11, 1:500) and F4/80 (AbD Serotec, MCA497, clone A3-1, 1:1,000). Sections were incubated with biotinylated anti-mouse IgG (H+L) (Vector Laboratories, BA-9200-1.5, 1:1,000), anti-rabbit IgG (H+L) (Vector Laboratories, BA-1000-1.5, 1:1,000) and anti-rat IgG (H+L) (Vector Laboratories, BA-9400-1.5, 1:1,000) secondary antibodies. Each staining was visualized using ABC Kit Vectastain Elite (Vector, PK6100) and DAB substrate (Dako and Vector Laboratories). Immunofluorescence was performed with primary antibodies against TGN38 (bio-techne, AF8059-SP, 1:200), E-cadherin (BD Biosciences, 610182, 1:1,000) and adipophilin/PLIN2 (Progen, GP46, 1:200). Nuclei were stained using DAPI (Vector Laboratories) and visualized with anti-sheep IgG NorthernLights NL557 (bio-techne, NL010, 1:300), anti-mouse Alexa 488 (Molecular Probes, A1101, 1:300) and anti-guinea pig Alexa 633 (Molecular Probes, A21105, 1:300) fluorescence-conjugated secondary antibodies. Periodic acid–Schiff (PAS) reaction was performed according to standard protocols. Endogenous alkaline phosphatase activity was visualized using a Fast Red Substrate kit according to the manufacturer’s instructions (ab64254, Abcam). For image acquisition, the intestinal sections were analysed using a light microscope equipped with a KY-F75U digital camera (JVC) (DM4000B, Leica Microsystems, Diskus 4.50 software), a TCS SP8 confocal laser scanning microscope (Inverse, DMi 8 CS, Leica Microsystems LAS X, Lightning software v.5.1.0) or a LSM Meta 710 confocal laser scanning microscope (Carl Zeiss Technology, ZEN 2009 software). Golgi quantification was performed using ImageJ software (v.2.0.0.-rc-46/1.50g) as previously described^39^. The number and size of TGN38-positive fluorescent objects were quantified using the ‘analyse particles’ function after applying a fixed threshold on pictures derived from maximal 2D projections of the acquired confocal stacks. Each data point corresponds to the average values from at least three randomly selected intestinal areas of a single mouse. Representative pictures from 4–5 mice per genotype per time point were analysed. More than 100 IEC profiles per mouse with visible nuclei were quantified (*n* = 128–527).

### EM analysis

A piece of 0.5 cm proximal SI tissue was fixed overnight in 2% glutaraldehyde (Merck) and 2% paraformaldehyde (Science Services) in 0.1 M cacodylate buffer (AppliChem). Tissue samples were treated with 1% OsO_4_ (Science services) in 0.1 M cacodylate buffer for 2 h. After dehydration of the sample with ascending ethanol concentrations followed by propylene oxide, samples were embedded in Epon (Sigma-Aldrich). Ultrathin sections (70 nm thick) were cut, collected onto 100 mesh copper grids (Electron Microscopy Sciences) and stained with uranyl acetate (Plano) and lead citrate (Sigma Aldrich). Images were captured using a transmission electron microscope (Joel JEM2100 Plus) at an acceleration voltage of 80 kV, and pictures were acquired using a 4K-CCD camera, OneView (GATAN). Mitochondrial morphological integrity quantification was performed on randomly selected pictures of the proximal SI areas from four *Dars2*^*fl/fl*^ and four *Dars2*^*tam*^^*IEC-KO*^ mice. Each mitochondrial profile was classified as normal, partly affected or severely damaged based on its electron density, the appearance of the cristae and the extent of matrix loss (Fig. 2c). The relative distribution of the analysed mitochondria per mouse into the three morphological groups is presented. A total of 663 mitochondrial profiles from 69 IECs versus 707 mitochondrial profiles from 80 IECs were quantified.

### Cell culture conditions and drug treatments

IEC-6 cells (ACC 111) were purchased from the Leibniz Institute DSMZ–German Collection of Microorganisms and Cell Cultures and maintained in standard conditions at 37 °C and 5% CO_2._ The cell culture medium was composed of 45% Dulbecco’s modified Eagle medium (ThermoFisher, 41965-039), 45% RPMI 1640 (ThermoFisher, 11875093) and 0.1 U ml^–1^ human insulin solution (Sigma, I9278) supplemented with 10% FCS (Bio&SELL). IEC-6 cells were routinely checked for mycoplasma contamination and tested negative. For induction of mitochondrial dysfunction, 70–80% confluent cells were treated for 48 h with 100 μM actinonin (A6671, Sigma-Aldrich) or 1 μM atpenin A5 (ab144194, Abcam). All compounds were solubilized in dimethyl sulfoxide (DMSO) (A3672, PanReac AppliChem). Control cells were treated with corresponding amounts of DMSO, which did not exceed 1% in culture medium. Treatments were renewed every 24 h. IEC-6 cells were incubated with 5 μg ml^–1^ brefeldin A (B6542, Abcam) for 6 h. To induce LD formation, oleic acid (O1008, Sigma-Aldrich) was complexed to fatty acid-free BSA (A6003, Sigma-Aldrich) at a ratio of 6:1 and used at a concentration of 600 μM after titration for 24 h.

### Immunofluorescence of cultured cells

Immunofluorescence staining was performed on IEC-6 cells cultured on coverslips and fixed in 4% paraformaldehyde for 15 min. Reactive aldehydes were quenched with 50 mM NH_4_Cl for 10 min and the cells were permeabilized with 0.1% Triton-X-100 in PBS for 5 min. After 20 min in blocking solution (0.2% fish-skin gelatin diluted in PBS), IEC-6 cells were incubated with primary antibodies against TGN38 (bio-techne, AF8059-SP, 1:200) and MTCO1/COX1 (Molecular Probes, 459600, 1D6E1A8, 1:100) for 30 min at room temperature, followed by incubation with anti-sheep IgG NorthernLights NL557 (bio-techne, NL010, 1:300) or anti-mouse Alexa 488 (Molecular Probes, A1101, 1:300) fluorescence-conjugated secondary antibodies for 30 min at room temperature. When LDs were stained, 5 μM of BODIPY 493/503 (D3922, Invitrogen) diluted in PBS was applied for 30 min. Finally, IEC-6 cells were mounted in Vectashield containing DAPI. For image acquisition, a TCS SP8 confocal laser scanning microscope (Inverse, DMi 8 CS, Leica Microsystems LAS X, Lightning software v.5.1.0) was used. Quantification of Golgi morphology was performed using ImageJ software (v.2.0.0.-rc-46/1.50g) on 2D projections from *Z*-stack images. A total of 4–6 randomly selected viewing fields per condition, capturing at least 30 cells per image, were used. Golgi morphology was classified into five distinct categories based on TGN38-positive fluorescent objects (Extended Data Fig. 11a,b) as follows: (1) normal (juxtanuclear Golgi ribbon composed of connected stacks); (2) ring (ring-like Golgi structures surrounding the entire nucleus); (3) condensed (bulb-shaped juxtanuclear Golgi structure); (4) fragmented (Golgi ribbon replaced by more and smaller tubules and vesicles positive for TGN38); and (5) dispersed (complete loss of Golgi ribbon and dispersal of the TGN38 signal). Quantification was performed by manually classifying the TGN38 pattern in each cell in one of the five Golgi phenotypes by the same observer, who was blinded to the experimental conditions. Three independent experiments were quantified.

### Measurement of serum parameters

Glucose (GLU2), total cholesterol (CHOL2), triacylglycerol (TRIGL), high-density lipoprotein (HDLC4) and low-density lipoprotein (LDLC3) levels in the blood serum from mice aged 1–12 weeks old were measured using standard assays in a Cobas C111 Biochemical Analyzer (Roche Diagnostics).

### Isolation of mitochondria and analysis of mitochondrial respiratory complexes with blue native electrophoresis

#### Mitochondria isolation

The SI was chopped into small pieces and homogenized with a rotating Teflon potter (Potter S, Sartorius; 20 strokes, 1,000 r.p.m.) in a buffer containing 100 mM sucrose, 50 mM KCl, 1 mM EDTA, 20 mM TES and 0.2% fatty acid-free BSA, pH 7.6 followed by differential centrifugation at 850*g* and 8,500*g* for 10 min at 4 °C. Mitochondria were washed with BSA-free buffer, and protein concentrations were determined using Bradford reagent. Mitochondria were subjected to blue native polyacrylamide gel electrophoresis (BN-PAGE) followed by western blot analysis or determination of the in gel activity of respiratory complexes.

#### BN-PAGE

Mitochondrial protein concentrations were determined using Bradford reagent (Sigma). A total of 20 μg of mitochondria was lysed for 15 min on ice in dodecylmaltoside (5 g g^–1^ of protein) for individual respiratory complexes, or digitonin (6.6 g g^–1^ protein) for supercomplexes, and cleared from insoluble material for 20 min at 20,000*g*, 4 °C. Lysates were combined with Coomassie G-250 (0.25% final). Mitochondrial complexes were resolved by BN-PAGE using 4–16% NativePAGE Novex Bis-Tris mini gels (Invitrogen) in a Bis-Tris/Tricine buffering system with cathode buffer initially supplemented with 0.02% G-250 followed by the 0.002% G-250.

#### Complex I in-gel activity

Gels were incubated in a buffer containing 0.01 mg ml^–1^ NADH and 2.5 mg ml^–1^ nitrotetrazolium blue in 5 mM Tris-HCl pH 7.4.

#### Western blot analysis

Separated mitochondrial complexes were transferred onto a polyvinylidene fluoride membrane using a wet transfer methanol-free system. Membranes were immunodecorated with indicated antibodies followed by ECL-based signal detection. The following antibodies were used: anti-MTCO1 (Molecular Probes, 459600, clone 1D6E1A8, 1:5,000), anti-COX4L1 (Molecular Probes, A21348, clone 20E8C12, 1:1,000), anti-UQCRC1 (Molecular Probes, 459140, clone 16D10AD9AH5, 1:4,000), anti-NDUFS1 (Proteintech, 12444-1-AP, 1:1,000), anti-NDUFS2 (Abcam, ab96160, 1:1,000), anti-NDUFV2 (Proteintech, 15301-1-AP, 1:1,000), anti-UQCRFS1/RISP[5A5] (Abcam, ab14746, clone 5A5, 1:1,000), anti-ATP5A (Abcam, ab14748, 1:3,000), anti-SDHA (Molecular Probes, 459200, clone 2EGC12FB2AE2, 1:5,000) and anti-NDUFA9 (Molecular Probes, 459100, clone 20C11B11B11, 1:1,000).

### Isolation of IECs

SI tissue was collected from mice, washed in DPBS (14190-094, Gibco) to remove faeces and cut longitudinally. IECs were isolated by sequential incubation of intestinal tissue in pre-heated 1 mM dithiothreitol and 1.5 mM EDTA solutions at 37 °C while shaking. Pellets of IECs were frozen at −80 °C for further processing.

### Protein lysate preparation

IEC pellets were lysed in RIPA lysis buffer (10 mM Tris-Cl (pH 8), 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% Triton X-100 and 0.1% SDS). Lysis buffer was supplemented with protease and phosphatase inhibitor tablets (Roche). The protein concentration was measured using Pierce 660 nm Protein Assay reagent (22660, Thermo Scientific) and a BSA standard pre-diluted set ranging from 0 to 2,000 μg ml^–1^ (23208, Thermo Scientific). Cell lysates were separated on SDS–PAGE and transferred to polyvinylidene fluoride membranes (IPVH00010, Millipore). A protein size ladder (26620, Thermo Scientific) was used for size comparison. Membranes were blocked with 5% milk and 0.1% PBST and were probed overnight with primary antibodies against the following antibodies: DARS2 (Proteintech, 13807-1-AP, 1:1,200); total OXPHOS rodent WB antibody cocktail (Abcam, ab110413, 1:1,000); MTCO1 (Molecular Probes, 459600, clone 1D6E1A8, 1:5,000); COX4L1 (Molecular Probes, A21348, clone 20E8C12, 1:1,000); UQCRC1 (Molecular Probes, 459140, clone 16D10AD9AH5, 1:4,000); NDUFS1 (Proteintech, 12444-1-AP, 1:1,000); NDUFS2 (Abcam, ab96160, 1:1,000); NDUFV2 (Proteintech, 15301-1-AP, 1:1,000); UQCRFS1/RISP[5A5] (Abcam, ab14746, Clone 5A5, 1:1,000); ATP5A (Abcam, ab14748, 1:3,000); SDHA (Molecular Probes, 459200, clone 2EGC12FB2AE2, 1:5,000); NDUFA9 (Molecular Probes, 459100, clone 20C11B11B11, 1:1,000); α-tubulin (Sigma Aldrich, T6074, clone TUBA4A, 1:1,000); TOMM70 (Sigma, HPA014589, 1:500); β-actin (Santa Cruz, sc-1616, clone I-19, 1:1,000); adipophilin/PLIN2 (Progen, GP46, 1:500); FABP2 (Proteintech, 21252-1-AP, 1:500); FASN (Cell Signaling, 3189S, 1:1,000); vinculin (Cell Signaling, 13901, 1:1,000); and ApoB (Beckman Coulter, 467905, 1:500). Membranes were incubated for 1 h at room temperature with anti-rabbit IgG (GE Healthcare, NA934V, 1:5,000), anti-mouse IgG (GE Healthcare, NA931, 1:5,000), anti-goat IgG (Jackson Laboratories, 705-035-003, 1:5,000) or anti-guinea pig IgG (Progen, 90001, 1:5,000) secondary HRP-coupled antibodies and Amersham ECL Western Blotting Detection reagent (GE Healthcare) were used. The membranes were re-probed after incubation in Restore Western Blot stripping buffer (21059, ThermoFisher). The signal was measured with a Curix 60 Processor and a western blot imager (FUSION Solo X, Vilber).

### RNA isolation from tissues

SI tissue samples were disrupted using a Precellys 24 tissue homogenizer (Bertin technologies). Isolation of RNA was performed using a NucleoSpin RNA isolation kit (Macherey Nagel ref. 740955.250) according to the manufacturer’s instructions.

### RT–qPCR

cDNA was prepared using a Superscript III cDNA-synthesis kit (18080-044, Thermo Scientific). RT–qPCR was performed using TaqMan probes (Life Technologies) and SYBR Green (Thermo Scientific). The mRNA expression of each gene was normalized to the expression of the housekeeping genes *Tbp* or *Hprt1*. Relative expression of gene transcripts was analysed using the 2^–ΔΔCt^ method. The RT–PCR data were collected using QuantStudio 12K Flex Software v.1.6 (Applied Biosystems). The following Taqman probes were used: *Olfm4* (Mm01320260_m1, Thermo Scientific), *Lgr5* (Mm00438890_m1, Thermo Scientific), *Ascl2* (Mm01268891_g1, Thermo Scientific), *Tbp* (Mm00446973_m1, Thermo Scientific), *Prominin-1* (Mm00477115_m1, Thermo Scientific) and *Lrig-5* (Mm00456116_m1, Thermo Scientific). Primer sequences for SYBR Green are described in Supplementary Table 5.

### *C.elegans* strains, maintenance and imaging

Strains were cultured on OP50 *Escherichia coli*-seeded NGM plates, according to standard protocols^40^. Strains used in this study are Bristol N2, RT1315 *unc-119(ed3)*; *pwIs503*[p*vha-6*::*mans*::*gfp*;*cbr*-*unc-119*], VS25 hjIs14 [vha-6p::GFP::C34B2.10(SP12) + unc-119(+)] and RT130 pwIs23 [vit-2::GFP]. RNAi knockdown was performed as previously described^41^. All the experiments were performed with hermaphrodite worms at days 1 and 4 of adulthood that were randomly selected and were not allocated into groups. *dars-2*, *sar-1*, *sec-13 and fum-1* clones were obtained from the Ahringer RNAi library^41^ and confirmed by sequencing. As a control, empty L4440 vector was used. For confocal imaging, animals were immobilized on 2% agarose pads in 5 mM levamisole buffer and imaging was performed using a spinning disc confocal microscope (Inverse, Nikon TiE, UltraView VoX, Perkin Elmer, Volocity software). For fluorescence imaging, worms were immobilized on 2% agarose pads in 50 mM sodium azide buffer and imaged using the optical Zeiss Axio Imager Z1 microscope (ZEN 2009 software). Images were analysed using the open-source software Fiji (ImageJ, v.1.53c).

### RNA isolation and RT–qPCR in *C.elegans*

Worms were collected from a 9 cm plate and total RNA was isolated using Trizol (Invitrogen). DNAse treatment was performed using DNA-free, DNAse and removal (Ambion, Life technologies) according to the manufacturer’s protocol. RNA was quantified by spectrophotometry and 0.8 μg of total RNA was reverse transcribed using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems). For each condition, six independent samples were prepared. qPCR was performed using a Step One Plus Real-Time PCR system (Applied Biosystems) with the following PCR conditions: 3 min at 95 °C, followed by 40 cycles of 5 s at 95 °C and 15 s at 60 °C. Amplified products were detected using SYBR Green (Brilliant III Ultra-Fast SYBR Green qPCR Master Mix, Agilent Technologies). Relative quantification was performed against Y45F10D.4.

The following primers were used: *dars-2* FW1 (5′-GTTTGCTGGGGAAATTCAGA-3′); *dars-2* RV1 (5′-AGTGGAGCCGTAAATGGATG-3′); Y45F10D.4 FW (5′-GTCGCTTCAAATCAGTTCAGC-3′); and Y45F10D.4 RV (5′-GTTCTTGTCAAGTGATCCGACA-3′). Data were analysed using ΔΔCt analysis.

### Lipidomics

For lipid analyses, mouse tissue samples were homogenized in deionized water (10 μl per 1 mg wet weight) using a Precellys 24 homogenizer (Peqlab) at 6,500 r.p.m. for 30 s. The protein content of the homogenate was routinely determined using bicinchoninic acid.

#### Liquid chromatography coupled to electrospray ionization tandem mass spectrometry

Sphingolipid (ceramides and sphingomyelins) and cholesterol levels in mouse SI tissue were determined by liquid chromatography coupled to electrospray ionization tandem mass spectrometry (LC–ESI-MS/MS). For sphingolipid analyses, 50 μl of tissue homogenate was used. Lipid extraction and LC–ESI-MS/MS analysis were performed as previously described^42,43^. For the determination of cholesterol levels, 25 μl of tissue homogenate was extracted and processed as previously described^44^.

#### Nano-ESI-MS/MS

Levels of cholesteryl esters (CEs), diacylglycerols (DAGs), TAGs and glycerophospholipids in mouse SI tissue were determined by nano-ESI-MS/MS). Next, 10 μl (for DAGs) or 5 μl (for TAGs and CEs) of tissue homogenate was diluted to 500 μl with Milli-Q water and mixed with 1.875 ml of chloroform, methanol and 37% hydrochloric acid 5:10:0.15 (v/v/v). Next, 20 μl of 4 µM d5-TG internal standard mixture I (for TAGs), 15 μl of 256 μM CE 19:0 (for CEs) or 20 μl of 4 μM d5-DG internal standard mixtures I and II (for DAGs) (Avanti Polar Lipids) were added. Lipid extraction and nano-ESI-MS/MS analyses of DAGs and TAGs were performed as previously described^45^. The detection of CE species was conducted in positive-ion mode by scanning for precursors of *m/z* 369 Da at a collision energy of 15 eV and with a declustering potential of 100 V, an entrance potential of 10 V and a cell exit potential of 14 V. Levels of glycerophospholipids (that is, phosphatidylcholines, phosphatidylethanolamines, phosphatidylinositols, phosphatidylserines and phosphatidylglycerols) were determined by performing extraction and nano-ESI-MS/MS measurement of 10 μl of tissue homogenate as previously described^46^.

### Metabolomics

#### Metabolite extraction

Metabolite extraction solution (50% methanol, 30% acetonitrile, 20% water and 5 μM valine-d8 as internal standard) was added to 10–20 mg frozen SI tissue samples at an extraction ratio of 25 μl mg^–1^ on dry ice. Samples were then homogenized using a Precellys 24 tissue homogenizer (Bertin Technologies). The resulting sample suspension was vortexed, mixed at 4 °C in a Thermomixer for 15 min at 1,500 r.p.m. and then centrifuged at 16,000*g* for 20 min at 4 °C. The supernatant was collected for LC–MS analysis.

#### Metabolite measurement by LC–MS

LC–MS chromatographic separation of metabolites was achieved using a Millipore Sequant ZIC-pHILIC analytical column (5 μm, 2.1 × 150 mm) equipped with a 2.1 × 20 mm guard column (both 5 mm particle size) with a binary solvent system. Solvent A was 20 mM ammonium carbonate and 0.05% ammonium hydroxide. Solvent B was acetonitrile. The column oven and autosampler tray were held at 40 °C and 4 °C, respectively. The chromatographic gradient was run at a flow rate of 0.200 ml min^–1^ as follows: 0–2 min: 80% solvent B; 2–17 min: linear gradient from 80% solvent B to 20% solvent B; 17–17.1 min: linear gradient from 20% solvent B to 80% solvent B; 17.1–22.5 min: hold at 80% solvent B. Samples were randomized and analysed with LC–MS in a blinded manner with an injection volume of 5 μl. Pooled samples were generated from an equal mixture of all individual samples and analysed interspersed at regular intervals within the sample sequence as a quality control. Metabolites were measured using a Thermo Scientific Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (HRMS) coupled to a Dionex Ultimate 3000 UHPLC. The mass spectrometer was operated in full-scan, polarity-switching mode, with the spray voltage set to +4.5 kV/–3.5 kV, the heated capillary held at 320 °C and the auxiliary gas heater held at 280 °C. The sheath gas flow was set to 25 units, the auxiliary gas flow was set to 15 units and the sweep gas flow was set to 0 unit. HRMS data acquisition was performed in a range of *m/z* = 70–900, with the resolution set at 70,000, the automatic gain control (AGC) target at 1 × 10^6^ and the maximum injection time at 120 ms. Metabolite identities were confirmed using two parameters: (1) precursor ion *m/z* was matched within 5 ppm of theoretical mass predicted by the chemical formula; (2) the retention time of metabolites was within 5% of the retention time of a purified standard run with the same chromatographic method.

#### Data analysis

Chromatogram review and peak area integration were performed using the Thermo Fisher software Tracefinder (v.5.0). The peak area for each detected metabolite was subjected to the ‘Filtering 80% Rule’, half minimum missing value imputation and normalized against the total ion count of that sample to correct any variations introduced from sample handling through instrument analysis. Samples were excluded after performing testing for outliers based on geometric distances of each point in the PCA score plot as part of the muma package (v.1.4)^47^. Afterwards, differential metabolomics analysis was performed. In detail, the R package ‘gtools’ (v.3.8.2) (cran.r-project.org/web/packages/gtools/index.html) was used to calculate the log_2_(fold change) using the functions ‘foldchange’ and ‘foldchange2logratio’ (parameter base = 2).The corresponding *P* value was calculated using the R base package ‘stats’ (v.4.0.5) (www.r-project.org) with the function ‘t.test’ (SIMPLIFY = F). The *P* value was adjusted using the stats base function ‘p.adjust’ (method = “bonferroni”). Volcano plots were generated using the EnhancedVolcano package^48^ (v.1.8.0).

### QuantSeq 3′ mRNA sequencing

RNA quality was evaluated based on the RNA integrity number (RIN) and OD260/280 and OD260/230 ratios. RIN values were determined using TapeStation4200 and RNA Screen Tapes (Agilent Technologies). Gene expression was determined using a QuantSeq 3′ mRNA-Seq Library Prep kit FWD for Illumina (Lexogen). QuantSeq libraries were sequenced on an Illumina NovaSeq 6000 sequencer using Illumina RTA v.3.4.4 base-calling software. Sample exclusion criteria were OD260/280 < 1.8, OD260/230 < 1.5 and RIN < 7. Illumina adapters were clipped off the raw reads using Cutadapt with standard parameters and a minimum read length of 35 after trimming (shorter reads were discarded). QuantSeq-specific features were deliberately not removed to avoid loss of reads. Trimmed reads were mapped to a concatenation of the mouse genome (Mus_musculus.GRCm38.dna.chromosome.*.fa.gz, downloaded from ftp.ensembl.org/pub/release-100/fasta/mus_musculus/dna/) and the ERCC92 Spike In sequences (downloaded from assets.thermofisher.com/TFS-Assets/LSG/manuals/ERCC92.zip) using subread-align version v.2.0.1 with parameters -t 0 -d 50 -D 600 --multiMapping -B 5. Genomic matches were counted using featureCounts with parameters -F “GTF” -t “exon” -g “gene_id” --minOverlap 20 -M --primary -O --fraction -J -Q 30 -T 4. The genome annotation used was Mus_musculus.GRCm38.100.gtf (downloaded from ftp.ensembl.org/pub/release-100/gtf/mus_musculus/), augmented by entries for the ERCC92 Spike Ins.

All analyses were done in R-4.0.0, using the functionality of Bioconductor v.3.11. For differential gene expression analysis, the package DESeq2 was used (bioconductor.org/packages/release/bioc/html/DESeq2.html).

Pairwise comparisons were performed between genotypes TG and WT (differential_expression_DESeq2_tg_VS_wt.xlsx). Genes were excluded from a DESeq2 run if they had a zero count in more than half of the samples in either of the conditions compared. Note that DESeq2 sets the *P* value and the adjusted *P* value to NA for genes with too few counts or with extreme outlier counts. Such genes were removed after analysis from the DESeq2 output.

The output tables were augmented by gene symbols and descriptions, which were derived from the org.Mm.eg.db annotation package using the function AnnotationDbi::mapIDs (bioconductor.org/packages/release/bioc/html/AnnotationDbi.html). In addition, the raw read counts per gene and sample, as returned by featureCounts, were appended to the rows of each output table. The statistical test producing the *P* values is the Wald test, and *P*‐adjusted values were calculated using the false discovery rate and Benjamini–Hochberg approach. It was computed using the function nbinomWaldTest of the Bioconductor R package DESeq2, based on a negative binomial general linear model of the gene counts from a previously described method^49^.

### Proteomics

#### In-solution digestion for MS

Samples for MS analysis were prepared by in-solution digestion. Protein (20 μg) was precipitated for at least 1 h in four volumes (v/v) of ice-cold acetone and protein pellets were extracted by centrifugation at 13,000*g* for 10 min and dissolved in urea buffer (6 M urea, 2 M thiourea in 10 mM HEPES, pH 8.0). Urea-containing samples were reduced by applying tris(2-carboxyethyl)phosphine at a final concentration of 10 mM, alkylated with chloroacetamide at a final concentration of 40 mM and incubated for 1 h at room temperature. Samples were then digested with 1 μl LysC for 2 h at room temperature, diluted with 50 mM ammonium bicarbonate to a urea concentration of 2 M, incubated with 1 μl 0.5 mg ml^–1^ trypsin overnight at room temperature, acidified to 1% formic acid and purified using Stop and Go extraction tips (StageTips)^50^.

#### MS-based proteome analysis

Proteome samples were analysed using LC–MS/MS on an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher) with a FAIMS Pro device using a combination of two compensation voltages of –50 V and –70 V. Chromatographic peptide separation was achieved on 50 cm reverse-phase nanoHPLC-columns (ID 75 μm, PoroShell C18 120, 2.4 μm) coupled to an EASY-nLC 1200 HPLC system and a binary buffer system A (0.1% formic acid) and B (80% acetonitrile/0.1% formic acid). Samples derived from in-solution digestion were measured over a 120 min gradient, raising the content of buffer acetonitrile from 3.2 to 22% over 102 min, from 22 to 45% over 8 min and from 45 to 76% over 2 min. The column was washed with 76% acetonitrile for 8 min. Full MS spectra (300–1,750 *m/z*) were recorded at a resolution of 60,000, maximum injection time of 20 ms and automatic gain control target of 6 × 10^5^. The 20 most abundant ion peptides in each full MS scan were selected for higher-energy collisional dissociation fragmentation at nominal collisional energy of 30. MS2 spectra were recorded at a resolution of 15,000, a maximum injection time of 22 ms and an automatic gain control target of 1 × 10^5^. This MS acquisition program was alternatively run for both FAIMS compensation voltages to cover different peptide fractions.

#### MS data processing and analysis

The generated MS raw data were analysed using MaxQuant analysis software and the implemented Andromeda software (v.1.6.14)^51,52^. Peptides and proteins were identified using the canonical mouse UniProt database (downloaded August 2019) with common contaminants. All parameters in MaxQuant were set to the default values. Trypsin was selected as the digestion enzyme, and a maximum of two missed cleavages was allowed. Methionine oxidation and amino-terminal acetylation were set as variable modifications, and carbamidomethylation of cysteines was chosen as a fixed modification. The label-free quantification algorithm was used to quantify the measured peptides and the ‘match between runs’ option was enabled to quantify peptides with a missing MS2 spectrum. Subsequent statistical analysis was performed using Perseus (1.5.8.5) software. Potential contaminants and reverse peptides were excluded, and values were log_2_ transformed. Raw files were assigned to two groups (TG and WT) and protein groups were filtered for four valid values in at least one group before missing values were replaced from normal distribution (width of 0.3; down shift of 1.3). Welch’s Student *t*-test with S0 = 0.1 and a permutation-based false discovery rate of 0.01 with 500 randomizations was performed to obtain differentially regulated proteins between the two groups. Identified proteins were annotated with the gene ontology terms biological process, molecular function, and cellular compartment, and the Reactome Pathway database. Finally, graphical visualization was achieved using Instant Clue software^53^ (v.0.5.3).

#### GSEA and data visualization

Gene set enrichment methods were applied using GSEA and over-representation analysis (ORA). In detail, GSEA was performed by using gene sets published on the MsigDB (Reactome, KEGG, Biocarta and Hallmarks)^54^ and from a published study^55^ (ATF4) using the packages fgsea^56^ (v.1.16.0) and GSEABase^57^ (v.1.52.1). Volcano plots were generated using the EnhancedVolcano package^48^ (v.1.8.0). The ORA was performed using the ‘enrich_GO’ function (parameters: keyType = “ENTREZID”, OrgDb = org.Mm.eg.db, ont = “ALL”, pAdjustMethod = “BH”, qvalueCutoff = 0.1) of the clusterProfiler package^58^(v.3.16.1). The output data were plotted using the ‘emapplot’ function of the enrichplot package (v. 1.8.1) (www.bioconductor.org/packages/release/bioc/html/enrichplot.html) (parameters: pie_scale = 1, showCategory = 40, layout = “nicely”).

### Metabolic tracer studies

#### Postprandial glucose and fat tolerance tests

Mice were fasted for 2 h before receiving an oral gavage of 300 μl of a glucose–lipid emulsion containing triolein (3.6 g kg^–1^ body weight), lecithin (0.36 g kg^–1^ body weight) and glucose (2 g kg^–1^ body weight), traced with [^3^H]triolein (1.4 MBq kg^–1^ body weight) and [^14^C]DOG (1.7 MBq kg^–1^ body weight). After 2 h, mice were anaesthetized and transcardially perfused with PBS containing 10 U ml^–1^ heparin. Organs were collected, weighed and dissolved in 10× (v/w) Solvable (Perkin Elmer), and radioactivity (in d.p.m.) was measured by scintillation counting using a Perkin Elmer Tricarb scintillation counter. Uptake of radioactive tracers was calculated per total organ weight.

#### CM production

Mice were injected with tyloxapol (500 mg in 0.9% NaCl per kg body weight) to block vascular lipolysis. Mice received an oral gavage of a lipid emulsion with triolein (3.6 g kg^–1^ body weight) and lecithin (0.36 g kg^–1^ body weight) that were traced with [^14^C]cholesterol (1.4 MBq kg^–1^ body weight) and [^3^H]triolein (1.7 MBq kg^–1^ body weight). Blood was collected from the tail vein at 0, 30, 60 and 120 min after gavage. Plasma triglycerides were determined by standard colorimetric assays (Roche) and radioactivity was measured by scintillation counting.

### Plasma parameters

Plasma was generated by centrifugation of EDTA-spiked blood for 10 min at 10,000 r.p.m. at 4 °C in a bench top centrifuge. Free glycerol was determined photometrically using Free Glycerol reagent (F6428, Sigma). For lipoprotein profiling, 150 μl pooled plasma was diluted with an equal amount of FPLC buffer (total 300 μl), which was separated by fast-performance liquid chromatography (FPLC) on a Superose 6 10/300 GL column (GE Healthcare) with a flow rate of 0.5 ml min^–1^. Forty fractions (0.5 ml each) were collected, and cholesterol and triglyceride concentrations were measured in each one.

To isolate the TRL fractions, 200 μl of plasma was mixed with 200 μl density solution 1 (0.9% NaCl, 10 mM EDTA, 10 mM Tris-Cl pH 8.6 and 0.49 g ml^–1^ KBr; density 1.3 g l^–1^). The density solution 2 (0.9% NaCl, 10 mM EDTA, 10 mM Tris-Cl pH 8.6; density 1.006 g l^–1^) was placed into a Beckman TL100 centrifuge tube (Beckman, 343778) and then the plasma carefully under layered. Ultracentrifugation was performed in a Beckman Optima MAX-XP ultracentrifuge for 2 h at 4 °C and 40,000 r.p.m. in a Beckman TL100 rotor. After centrifugation, 200 μl of the top containing TRL particles were collected using a syringe.

### Statistical analysis

Data shown in column graphs represent the mean ± s.e.m., as indicated in the figure captions. The D’Agostino–Pearson omnibus normality test was applied to test normal (Gaussian) distribution. When data fulfilled the criteria for normality, unpaired two-sided Student’s *t*-tests with no assumption of equal variance were performed; otherwise, the nonparametric Mann–Whitney *U*-test was chosen. Multiple pairwise comparisons of groups over time by repeated measures were evaluated by two-way ANOVA with Bonferroni’s correction for multiple comparison (the corrected *P* values are given for comparison between genotypes at each time point). Survival curves were compared using Gehan–Breslow–Wilcoxon test. The chi-squared test was used for the comparison of the mitochondria integrity distribution between two groups and the assessment of the Golgi pattern distribution after various inhibitor treatments in IEC-6 cells. The number of mice analysed in each experiment is described in the respective figure captions. Statistical analyses were performed with GraphPad Prism 6 (v.6.01) and 9 (v.9.4.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06857-0.

### Supplementary information

Supplementary Information This file contains Supplementary Fig. 1 and Supplementary Tables 4 and 5. Supplementary Fig. 1: Uncropped gels from immunoblots presented in the manuscript. Supplementary Table 4: List of the genotypes and the numbers of mice for which histological sections were analysed for each experimental group. Supplementary Table 5: SYBR Green primer sequences used for RT–qPCR.

Reporting Summary

Supplementary Table 1 Proteomics analysis of protein lysates from IECs isolated from mice 7 days after the last tamoxifen injection.

Supplementary Table 2 RNA-seq analysis of total proximal SI tissues isolated from *Dars2*^*tamIEC-KO*^ and *Dars2*^*fl/fl*^ mice 3 and 7 days after the last tamoxifen injection.

Supplementary Table 3 Metabolomics analysis of IECs isolated from *Dars2*^*tamIEC-KO*^ and *Dars2*^*fl/fl*^ mice 7 days after the last tamoxifen injection.

Peer Review File

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 11

## Data Availability

The MS proteomics data have been deposited into the ProteomeXchange Consortium through the PRIDE^59^ partner repository with the dataset identifier PXD026934. Metabolomics data have been deposited into Metabolomics Workbench (www.metabolomicsworkbench.org) under the study ID ST002184 (datatrack_id: 3289). The RNA-seq data generated in this study have been deposited into NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE207803. Numerical source data underlying the graphical representations and statistical descriptions presented in Figs. 1–4 and Extended Data Figs. 1–3,5–9 and 11 are provided as source data files. Uncropped images of immunoblots presented in the figures are included in Supplementary Fig. 1. The number of mice analysed for histological purposes are presented in Supplementary Table 4. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

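RNA-seq libraries of the proximal SI of knockout and control mice were re-analysed from the estimated counts per gene that the authors deposited, with 7 libraries per genotype 3 days and 6 per genotype 7 days after the last of 5 tamoxifen injections. Each library came from 1 mouse, and the grouping by genotype and day follows the sample labels. The authors trimmed the reads, aligned them to GRCm38 with the ERCC spike-in sequences, and counted them on exons with fractional counting of reads that overlapped several genes. They state no option for the strand, so reads of genes that overlap on opposite strands may be shared between them. The table holds 55487 genes, and the 92 spike-in entries have 0 counts in every library. A deposited table of CPM equals the counts divided by the library total, and was not used further. The total count per library ranged from 3720114 to 6337900, and 3 counts was taken as the floor of a library. The design had been written for whole-number counts. As some of the deposited values are fractions, they were rounded to whole numbers before the models were fitted.

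Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, 1 fit per day, Benjamini-Hochberg adjusted p under 0.05), after leaving out genes with a zero count in most of the samples of either genotype. The effect of the genotype was compared between the days with the interaction term of a fit of all 26 libraries, and the control libraries of the 2 days were compared with each other. Standard errors of log2 fold changes are the size of the change divided by the square root of F. Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, over sets of 5 to 1500 genes, with 1457 Reactome sets of the fgsea package and 16 lists. Of 7111 Entrez identifiers in the Reactome sets, 6858 were matched to genes in the table, and the 367 listed symbols were all matched. The KEGG, Biocarta and Hallmark sets and the published ATF4 set that the study used were not at hand. The lists were ATF4 targets, genes of chylomicron (CM) production and COPII vesicles named in the paper, enterocyte lipid processing, inflammatory response, the mitochondrial unfolded protein response (UPR), OXPHOS subunits encoded by mitochondrial DNA (mtDNA), proliferation, intestinal stem, goblet, Paneth, enteroendocrine and tuft cells, smooth muscle, lymphocytes and plasma cells, pancreatic acinar cells and stomach epithelium. Scores per mouse are the mean log2 CPM of a list (TMM over all libraries, prior count 2) and were compared with two-sided exact permutation tests. Gene coordinates and overlapping exons were taken from an annotation of GRCm38.

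The genes named in the text were fixed by a rule, as genes among those whose transcripts or proteins the paper names, members of the lists, and at each day the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 100 counts and no overlap between the groups. The lists, the tests, this rule and the alternatives were chosen before the data were examined, except where the text says otherwise. A planned result for 1 further gene is not reported, and that gene is not in the counts of flagged values. Alternatives were the Wald test of DESeq2 1.42.0, DESeq2 size factors in edgeR, filterByExpr or no filter on low counts, all 26 libraries in 1 fit, at least a 2-fold change, the replicate number as a block, each mouse left out in turn, camera and fry of limma 3.58.1 for the sets, and other scores and gene lists. Scores of the pancreatic and stomach lists as covariates were added after the data had been seen. The pipeline was tested on simulated data, drawn from the means and dispersions of the control libraries and from the totals of the libraries. In these data 200 genes, none of them with few counts, were changed 2-fold or 4-fold. At 3 days 84.0% of these genes were recovered with 7 false calls, and at 7 days 89.5% with 9 false calls. Of genes changed 4-fold, 97.1% and 97.3% were recovered. For the interaction, 65.5% were recovered with 5 false calls. Recovery was thus not measured for genes with few counts, or for a larger spread among knockout mice. Libraries were checked for duplicates, and 0 pairs within a group were identical. All libraries had transcripts of the Y chromosome, with *Ddx3y* between 60.4 and 121 CPM. *Xist* had a median of 0.827 CPM and was at 33.7 CPM in knockout replicate 3 of day 3, where the next highest library had 6.45 CPM, and the reason was not tested. The group sums of a supplementary table of the study, of which 1999 of 17761 genes at 3 days and 245 of 21507 genes at 7 days were at hand, equalled those of the deposited counts to within 3 counts and 2 counts.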

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

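The counts of other splits of the samples and the thinning of the libraries for the genotype comparisons were set beforehand, and all other tests in this part were chosen only after the result was seen.

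Of 212 groups of 6 or 7 mice tested for a mouse far from the others (Dixon's criterion for the gap to the nearest value), 26 had one, against 10.6 by chance, as chance gives about 1 in 20. Control replicate 5 of day 3 stood apart in the ATF4 score (4.39, nearest 4.07), *Chac1* (5.11 CPM, nearest 1.06), *Prom1* (438 CPM, nearest 144), *Tgoln1* (423 CPM, nearest 195), *Pdcd4* (848 CPM, nearest 395) and *Car6* (1.88 CPM, nearest 0.796). Knockout replicate 1 of day 3 stood apart in 5 values, the ATF4 score (4.69, nearest 5.48), the score of the Reactome lipid set (3.99, nearest 4.29), *Psat1* (35.5 CPM, nearest 77.1), *Prom1* (215 CPM, nearest 64.8) and *Cdh1* (430 CPM, nearest 651). *Prom1* was also apart in control replicate 2 of day 7 (181 CPM, nearest 69.4). These 3 libraries had the largest shares of stomach transcripts, 6.72%, 3.35% and 3.29% of the counts. Stomach tissue in some of the pieces is a candidate explanation, and 8 of the 12 listed stomach genes were at least 10-fold over the median in the library with the highest score. *Atp4a* was not among these 8 genes, and the list does not separate stomach from other cells of the pieces that express the same genes, so these sources cannot be told apart. The count of genes at 3 days rose from 297 to 779 without knockout replicate 1. With the stomach score as a covariate in both fits, it rose from 223 to 275 genes without that mouse, 1.23 times. The further coefficient alone may lower such counts, so stomach transcripts in that piece cannot be told apart from other differences of this mouse as the reason for the rise.

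The other values apart from their group were spread over 12 mice. At 3 days they were *Apoa4* in control replicate 4 (1167 CPM, nearest 511), *Gm8979* in control replicate 3 (78.5 CPM, nearest 59.7), *Slc7a3* in control replicate 2 (3.91 CPM, nearest 1.64), *Lgr5* in knockout replicate 6 (20.1 CPM, nearest 13.8) and *Car6* in knockout replicate 5 (1.76 CPM, nearest 0.631). At 7 days they were *Reg3b* (2522 CPM, nearest 879) and *4930461G14Rik* (0.684 CPM, nearest 0.169) in control replicate 3, and in knockout mice *Ddit3* in replicate 4 (199 CPM, nearest 284), *Atf5* in replicate 3 (453 CPM, nearest 401), *Reg3g* in replicate 6 (100.1 CPM, nearest 23.7), *Gdf9* in replicate 1 (90.4 CPM, nearest 60.5), *Slc5a12* in replicate 2 (1.43 CPM, nearest 0.526), and *Slc28a1* (1.15 CPM, nearest 0.379) and *Ugt2a3* (1.48 CPM, nearest 0.569) in replicate 5. No explanation was tested for them, technical or biological.

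The effect of the genotype differed between the days. The genotype difference of the ATF4 score was 1.13 larger at 7 days, and 3647 of 21415 genes passed the test of the interaction, 1705 with a higher and 1942 with a lower effect at 7 days. Of 100 splits of the mice into groups of the same sizes within each genotype, the real one included, 2 gave as many genes. Of 50 named genes tested, 30 passed (adjusted p between 2.7e-13 and 0.0487, edgeR). The log2 effect was larger at 7 days for *Asns* (0.96), *Ddit3* (2.21), *Gdf15* (1.86), *Mthfd2* (0.94), *Plin2* (1.07), *Lcn2* (1.83), *Slc7a11* (5.60), *Car6* (9.89), *4930461G14Rik* (5.59), *Gdf9* (2.32) and *Slc7a3* (2.74). It was lower for *Fabp2* (−5.20), *Apoa1* (−5.05), *Apoa4* (−3.82), *Apob* (−1.73), *Mttp* (−1.60), *Fasn* (−0.68), *Sar1b* (−0.99), *Reg3g* (−2.96), *Olfm4* (−6.57), *Lgr5* (−1.69), *Mki67* (−1.99), *Gm8979* (−4.44), *Pdcd4* (−1.16), *Fam234b* (−0.79), *Slc5a12* (−8.65), *Slc5a11* (−7.50), *S100g* (−7.54), *Slc28a1* (−6.49) and *Ugt2a3* (−6.34). For *Car6* and *Slc5a11*, 1 group of day 7 was at the floor, so that their values depend on the prior count and are no bounds.

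More genes passed at 7 days than at 3 days, although the groups at 7 days were smaller. Of 100 splits of the mice of a day into groups of the same sizes, the real one included, 1 gave as many genes at 7 days and 1 at 3 days. A difference in depth is argued against, since 7076 genes passed at 7 days and 278 at 3 days with every library thinned to the smallest total, a ratio of 25.5, and 6748 of the 7790 genes of day 7 still passed. A larger spread between the libraries of day 3 is argued against as the whole reason, since the ratio was 8.59 with 1 estimate of the spread over all libraries. Pancreatic or stomach tissue is argued against as the source of most genotype differences at 7 days. There, 6309 of the 7790 genes still passed with the scores of both lists as covariates. At 3 days 154 of the 297 genes still passed. For the other genes of day 3 this does not decide, since the further coefficients alone may also lower such counts. Each genotype comparison was made within a day, so a shift shared by both genotypes of a day would cancel. The longer time since the last tamoxifen injection may underlie the larger response, as a hypothesis that was not tested further.

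Genes that the paper does not discuss were among the largest rises. At 3 days *Areg*, which encodes the growth factor amphiregulin, rose from 4.83 ± 2.48 CPM to 153 ± 91.3 CPM (SD, n = 7 each, log2 fold change 5.13, standard error 0.53, adjusted p = 5.0e-05, edgeR), and its log2 fold change was 5.88 at 7 days. At 7 days the log2 fold change was 8.02 for *4930461G14Rik*, 6.38 for *Gdf9* and 6.19 for *Slc7a3*. *Car6* was at least 368-fold higher, since no control library of day 7 had more than 3 counts. In each of these comparisons the mice of the genotypes did not overlap. The exons of these genes overlap no other gene, which argues against reads shared in the counting, and the 1 of 100 splits with as many genes at each day was the real one. No biological explanation was tested.

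The control libraries of the days differed from each other in 7441 of 20646 genes, 4077 of them higher at 7 days, a comparison that the paper does not make. Of 100 splits of the 13 libraries, 1, the real one, gave as many genes. Depth is argued against, as 6589 of these genes still passed with every library thinned to the smallest total, and so is pancreatic or stomach tissue, as 6774 still passed with both scores as covariates. A larger share of all epithelial cells alike at 7 days would move their lists together. The median log2 change of the Paneth cell list minus that of the stem cell list was 1.21, which argues against this. Of the Paneth cell list, 2 of 10 genes passed the threshold. The median of the enterocyte lipid list was 0.79, with 40 of 63 genes past the threshold upwards and 1 downwards. That of the smooth muscle list was −0.94, with 0 of 9 genes upwards and 9 downwards. The goblet cell list had a median of 1.42, with 7 of 11 genes upwards and 0 downwards. A larger share of some epithelial cells and a smaller share of muscle at 7 days are therefore not excluded. The position of the piece along the SI, recovery from tamoxifen, the age of the mice and a library batch may each contribute to this difference, and none of these was tested. The batch and the day cannot be told apart.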

How the results depend on the processing

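The tests with covariates were chosen only after the data were seen, and the other alternatives in this part beforehand. The rise of the ATF4 targets at both days and the difference of their score between the days kept their direction and their side of the threshold under all alternatives run. The NES of the ATF4 targets lay between 3.27 with filterByExpr and 3.71 with no filter at 3 days, and between 2.93 with the replicate block and 3.15 with filterByExpr at 7 days. The score difference of 1.13 was 0.88 with mean z scores, 1.17 without TMM and 1.16 with a prior count of 0.5, with exact permutation p between 3.4e-07, the smallest possible, and 0.00034.

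The count of 297 genes at 3 days was 769 with DESeq2's Wald test (290 shared), 810 with all 26 libraries in 1 fit (294 shared), 129 with at least a 2-fold change, 99 with the replicate block (94 shared) and 171 with the covariates (154 shared). It was 306 with DESeq2 size factors, 379 with filterByExpr and 230 with no filter. It ranged from 171 to 779 across the 14 fits that each left out 1 mouse, the 779 without knockout replicate 1, and 148 of the 297 genes passed in every one of these fits. The threshold itself sets the lower count for a 2-fold change, and for the others the cause was not tested. The replicate numbers showed no steady pairing of the mice. Over the 1000 most variable genes, same-number correlations ran from −0.25 to 0.60 at 3 days and from −0.58 to 0.69 at 7 days. A pairing of some of the mice is not excluded by these values. The count of 7790 genes at 7 days was 3245 with at least a 2-fold change and lay between 6954 and 7896 under the other alternatives, and from 7159 to 7867 across the 12 fits that left out 1 mouse.

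The Reactome lipid set at 3 days (NES 1.13, adjusted p = 0.316) ranged from −1.11 to 1.47 across the fits that left out 1 mouse, was −1.32 with the covariates and 1.67 with the list of enterocyte lipid genes in its place, and passed the threshold in these last settings (adjusted p between 0.0298 and 0.973 over all its alternatives, apart from the left-out mice). Its fall at 7 days kept its direction under every alternative run and passed under all of them except camera (adjusted p = 0.204 with a preset and 0.591 with an estimated correlation). The inflammatory list at 7 days had an NES of 0.80 with all libraries in 1 fit, and the Reactome inflammation set with the lowest adjusted p had −1.88. The cause was not tested for any of these. Of 97 results for named genes with an adjusted p from DESeq2's Wald test, 95 kept their side of the threshold and 2 passed it in addition, *Ascl2* (log2 fold change −0.68, adjusted p = 0.00734) and *Ugt2a3* (−1.40, adjusted p = 0.0143) at 3 days, and all 100 kept it with DESeq2 size factors. For 3 results, those of *Tnf*, *S100a8* and *Car6* at 3 days, DESeq2 gave no adjusted p. Spike-in factors were not run because the spike-in counts are 0, and leaving out a numbered series of control libraries was not run because the column names do not give those numbers. Depth limits the genes near the floor, such as *Il6* and *Tnf*.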

Differences from the paper's values

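The supplementary table of the study for 3 days was at hand in part, with 1999 of its 17761 genes and adjusted p up to 0.204. In it the paper's number of genes with an adjusted p under 0.05 was 763, against 297 here. Of the alternatives chosen before the data were examined, DESeq2's Wald test, the test that the paper's methods name, gave 769 genes and the fit of all 26 libraries gave 810, whereas 306 passed with DESeq2 size factors in edgeR, 379 with filterByExpr, 230 with no filter on low counts and 99 with the replicate block. Without knockout replicate 1 of day 3 the count was 779. The log2 fold changes of 27 named genes at 3 days and 20 at 7 days in the supplementary tables differed from those here by at most 0.08 and 0.13.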

Other observations

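The tests of pancreatic and stomach tissue, of the share of epithelium and of the splits for mtDNA transcripts were chosen only after the result was seen. Of 100 splits of the mice of a day into groups of the same sizes, the real one included, 1 gave a median log2 fold change as large for the ATF4 targets at 3 days, 1 for the ATF4 targets at 7 days and 1 for the fall of the lipid set at 7 days. For the lipid set at 3 days 90 splits gave a median as large. For the inflammatory list 28 did at 3 days, so that these values at 3 days are of a size that groups formed by chance also give. At 7 days 5 did for the inflammatory list. Among them were splits with medians of 1.27 and 1.25 for the ATF4 targets, which kept part of the real grouping. With 10 genes of the inflammatory list higher and 7 lower, a median also misses changes in both directions. The splits therefore do not decide whether this list changed at 7 days.

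The largest falls by the same rule as the rises were, at 3 days, *Gm8979* (log2 fold change −1.37), *Pdcd4* (−1.10), *Fam234b* (−0.90), *Lrp6* (−0.82) and *Coq8a* (−0.81). The exons of *Fam234b* overlap Gsg1 and Hebp1, and those of *Coq8a* overlap Cdc42bpa. At 7 days *Slc7a11*, which encodes a cystine transporter, was among the largest rises (log2 fold change 9.79). It cannot be ranked against *Car6*, whose control libraries were at the floor. DESeq2's Wald test gave 9.82 for *Slc7a11* and 9.86 for *Car6*. The largest falls at 7 days were those of *Slc5a12* (−8.47), *S100g* (−8.21), *Slc28a1* (−7.96), *Ugt2a3* (−7.77) and *Slc5a11*, which was at least 145-fold lower. The groups did not overlap in 201 genes at 3 days (0.968%, where chance gives 0.0583%) and in 4549 genes at 7 days (22.5%, where chance gives 0.216%).

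*Plin2*, whose protein the paper reports as the most induced in its proteomics data, was at 101 ± 15.0 CPM (SD, n = 6) in knockout mice and 37.6 ± 5.65 CPM (SD, n = 6) in control mice at 7 days (log2 fold change 1.45, adjusted p = 5.4e-09, edgeR) and had a log2 fold change of 0.40 (adjusted p = 0.352) at 3 days. The list of genes for CM production and COPII had an NES of −1.90 at 7 days (adjusted p = 0.00293, 11 of 16 genes lower and 0 higher) and of 1.34 at 3 days (adjusted p = 0.301). The change of its score difference between the days was −1.11 (exact permutation p = 0.0247, 0.0916 after adjustment over 17 lists and sets). The score rose between the days in both genotypes, which widens the spread of these permutations, so the adjusted p does not decide whether the effect changed. In this list *Sar1b* fell by 0.82 on the log2 scale at 7 days (adjusted p = 4.5e-06, edgeR), and *Lsr* did not change by more than its error (0.08, adjusted p = 0.61).

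Transcripts encoded by mtDNA were higher in knockout mice, with an NES of 1.95 (adjusted p = 0.00436) at 3 days and of 1.73 (adjusted p = 0.0286) at 7 days over 8 genes. The paper reports lower levels of OXPHOS proteins. Of 100 splits, the real one included, 3 gave a median log2 fold change as large at 3 days and 1 at 7 days. The real median at 7 days was 0.96, or 0.50 with genes at the floor set to their bound. Other splits of that day reached 0.51 and −0.61, so the count of splits depends on this choice. Under camera the mtDNA transcripts passed at 3 days (adjusted p = 0.0133) and not at 7 days (adjusted p = 0.0524). Their score passed at 7 days (exact permutation p = 0.00409 after adjustment over 17 lists and sets) and not at 3 days (0.0743). The Reactome set Respiratory electron transport had an NES of 2.41 (adjusted p = 6.5e-07) and 1.53 (adjusted p = 0.0385). The list of the mitochondrial UPR had an NES of 1.94 (adjusted p = 0.00924) and 1.92 (adjusted p = 0.0034). Under fry none of these 3 passed at 3 days (adjusted p = 0.110, 0.478 and 0.171). At 7 days the mtDNA transcripts (adjusted p = 9.1e-05) and the mitochondrial UPR (adjusted p = 3.4e-07) passed under fry and Respiratory electron transport did not (adjusted p = 0.0602). Apart from the ATF4 targets, the sets that rose most were those of translation, with Cap-dependent Translation Initiation at 2.69 and 2.65.

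The stem cell list fell at 7 days, with an NES of −2.01 (adjusted p = 0.000815), and fry gave an adjusted p of 7.9e-08. At 3 days its NES was −1.87 (adjusted p = 0.0123), but 0 of its 18 genes passed the gene threshold (4 when adjusted over the list alone), fry did not pass (adjusted p = 0.0997), and neither did the test of its score (exact permutation p = 0.0268, 0.114 after adjustment over 17 lists and sets). Camera passed at both days with the preset correlation (adjusted p = 0.00887 and 3.2e-08) and at neither with an estimated one (adjusted p = 0.807 and 0.124). *Olfm4*, whose exons overlap Gm6999, was at 1.57 ± 0.954 CPM (SD, n = 6) in knockout mice and 236 ± 31.0 CPM (SD, n = 6) in control mice at 7 days (log2 fold change −7.17, adjusted p = 1.7e-13, edgeR), against −0.58 (adjusted p = 0.168) at 3 days. At 7 days the log2 fold change was −1.94 for *Lgr5*, −1.39 for *Ascl2* and −0.79 for *Prom1*. With each mouse left out in turn, that of *Prom1* lay between −0.93 and −0.40, so its size depends on single mice. The proliferation list had an NES of 1.58 (adjusted p = 0.138) at 3 days and −2.41 (adjusted p = 1.2e-10) at 7 days, where it passed under fry (adjusted p = 3.3e-07) and camera (adjusted p = 2.3e-18) but not with an estimated correlation (adjusted p = 0.198), with *Mki67* at 0.26 (adjusted p = 0.342) and −1.75 (adjusted p = 2.9e-08), whereas the paper reports suppressed proliferation by immunostaining at 3 days already. A lower share of epithelium in the pieces would raise the lists of all other cells alike. It is argued against by the smooth muscle list, whose median log2 fold change at 7 days was 0.0255. The median of the lymphocyte and plasma cell list was −1.52. Its score ran from 2.10 to 3.97 in knockout mice and from 3.80 to 4.21 in control mice. With this spread between knockout mice, that list does not decide on the share of epithelium. The fall of the stem cell and proliferation lists may reflect the epithelium itself, as a hypothesis found on the same data.

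The lists of other cells had the following NES at 3 and 7 days. They were 1.73 (adjusted p = 0.0553) and 0.93 (adjusted p = 0.73) for Paneth cells, 1.41 (0.293) and −0.90 (0.733) for goblet cells, 1.58 (0.149) and −1.22 (0.439) for enteroendocrine cells, and 0.66 (0.95) and 0.75 (0.89) for tuft cells. They were 1.47 (0.244) and −0.59 (0.955) for smooth muscle, −1.67 (0.0853) and −1.81 (0.0112) for lymphocytes and plasma cells, and −1.04 (0.588) and 0.89 (0.744) for pancreatic acinar cells. The stomach list had −1.02 (0.657) at 3 days and too few tested genes for an NES at 7 days. Of the scores of these lists, 0 passed at 3 days. At 7 days those of enteroendocrine cells (−0.46, exact permutation p = 0.00409 after adjustment over 17 lists and sets), lymphocytes and plasma cells (−0.98, 0.0268) and stomach (−2.23, 0.0184) were lower in knockout mice. The difference between the days passed for the enteroendocrine score (−0.65, 0.00261). Under fry the lists of enteroendocrine cells (adjusted p = 0.00265) and of lymphocytes and plasma cells (adjusted p = 0.000458) passed at 7 days. Of all lists, 1, the ATF4 targets, passed at each day under camera with an estimated correlation. *Cdh1* changed by 0.17 and 0.03 on the log2 scale (adjusted p = 0.72 and 0.83), and *Tgoln1*, whose exons overlap Gm20536, by 0.02 and 0.69 (adjusted p = 0.99 and 9.0e-05).

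Pancreatic acinar transcripts took 5.47% of the counts in knockout replicate 2 of day 3 and 0.00823% in the library with the lowest share. In the first, 22 of the 23 listed genes were at least 10-fold over the median, among them *Cela1* (5755 CPM), *Try4* (5022 CPM) and *Cpa1* (4218 CPM), and 5 of the listed genes were at 1 CPM or more in every library. These values are consistent with pancreatic tissue in some of the pieces. In the library with the highest stomach score, control replicate 2 of day 7, *Muc6* was at 14045 CPM, *Tff2* at 13546 CPM and *Tff1* at 2702 CPM.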
